# SCR106 splicing factor modulates abiotic stress responses by maintaining RNA splicing in rice

**DOI:** 10.1093/jxb/erad433

**Published:** 2023-10-31

**Authors:** Abdulrahman Alhabsi, Haroon Butt, Gwendolyn K Kirschner, Ikram Blilou, Magdy M Mahfouz

**Keywords:** Abiotic stress, alternative splicing, genome engineering, pre-mRNA splicing, SR proteins

## Abstract

Plants employ sophisticated molecular machinery to fine-tune their responses to growth, developmental, and stress cues. Gene expression influences plant cellular responses through regulatory processes such as transcription and splicing. Pre-mRNA is alternatively spliced to increase the genome coding potential and further regulate expression. Serine/arginine-rich (SR) proteins, a family of pre-mRNA splicing factors, recognize splicing *cis*-elements and regulate both constitutive and alternative splicing. Several studies have reported SR protein genes in the rice genome, subdivided into six subfamilies based on their domain structures. Here, we identified a new splicing factor in rice with an RNA recognition motif (RRM) and SR-dipeptides, which is related to the SR proteins, subfamily SC. OsSCR106 regulates pre-mRNA splicing under abiotic stress conditions. It localizes to the nuclear speckles, a major site for pre-mRNA splicing in the cell. The loss-of-function *scr106* mutant is hypersensitive to salt, abscisic acid, and low-temperature stress, and harbors a developmental abnormality indicated by the shorter length of the shoot and root. The hypersensitivity to stress phenotype was rescued by complementation using OsSCR106 fused behind its endogenous promoter. Global gene expression and genome-wide splicing analysis in wild-type and *scr106* seedlings revealed that OsSCR106 regulates its targets, presumably through regulating the alternative 3'-splice site. Under salt stress conditions, we identified multiple splice isoforms regulated by OsSCR106. Collectively, our results suggest that OsSCR106 is an important splicing factor that plays a crucial role in accurate pre-mRNA splicing and regulates abiotic stress responses in plants.

## Introduction

Plants adapt to stresses with different molecular mechanisms that mainly regulate gene expression under stressful conditions (Reddy *et al.*, 2013). Pre-mRNA splicing is one of the processes that regulate gene expression under abiotic stress conditions and enhances the plasticity of the genome. RNA splicing eliminates non-coding regions (introns) in constitutive splicing, producing a single transcript (Will and Luhrmann, 2011). However, alternative splicing (AS), common in plants, produces multiple isoforms from a single gene, increasing the transcriptome and potential proteome complexity. AS generates transcripts with retained introns (RIs), skipped exons (ESs), alternative 5ʹ-splice sites (A5SSs), alternative 3ʹ-splice sites (A3SSs), or mutually exclusive exons (MXEs) (Reddy *et al.*, 2013; Laloum *et al*., 2018; Ganie and Reddy, 2021).

RNA splicing is carried out by the spliceosome, a large ribonucleoprotein complex. The U2-type spliceosome is the primary complex, with five uridine-rich small nuclear ribonucleoprotein particles (snRNPs), U1, U2, U5, and U4/U6, and many non-snRNPs (Will and Luhrmann, 2011; Shi, 2017; Gehring and Roignant, 2021; Marasco and Kornblihtt, 2022). For RNA splicing, spliceosomal components assemble to bind the respective pre-mRNA and remove introns marked by 5ʹ- and 3ʹ-splice sites, branch sites, and polypyrimidine tracts (Keren *et al*., 2010). In plants, chemical or genetic interference with spliceosome activity can inhibit the splicing, leading to cell death (AlShareef *et al.*, 2017; Ling *et al.*, 2017; Butt *et al.*, 2019a, 2021). Many factors facilitate the spliceosome assembly at the pre-mRNA, including serine/arginine-rich (SR) proteins, which recognize and bind splicing regulatory sites in pre-mRNA, regulating the splicing (Shi, 2017; Morton *et al.*, 2019; Di Zhang *et al*., 2020; Gehring and Roignant, 2021; Marasco and Kornblihtt, 2022).

The SR protein family is a conserved RNA-binding protein family among metazoans, plants, fungi, and protozoa (Plass *et al.*, 2008; Richardson *et al.*, 2011). Plant SR proteins were discovered by investigating sequence homology to mammalian SR proteins or interactions with U1 snRNP [70K, (U1-70K)] (Birney *et al*., 1993; Lazar *et al.*, 1995; Golovkin and Reddy, 1998). There are two SR proteins in fission yeast (Barbosa-Morais *et al*., 2006), 12 in humans (Manley and Krainer, 2010), 18 in Arabidopsis, and 22 in rice (Richardson *et al.*, 2011). They have also been identified in algae, maize, wheat, soybean, sorghum, grape, and other plants (Rauch *et al.*, 2014; Chen *et al.*, 2019; Di Zhang *et al*., 2020). An SR protein contains either a single or a double N-terminal RNA recognition motif (RRM) and a C-terminal arginine/serine-rich (RS) domain for protein–protein interactions (Barta *et al*., 2010; Di Zhang *et al*., 2020). The phosphorylation state of residues in RS domains can influence protein interaction, subcellular localization, and splicing activity of SR proteins (Stamm, 2008; Xiang *et al.*, 2013; Zhou and Fu, 2013). SR proteins are classified into six subfamilies, among which SR, SC, and RSZ are conserved between humans and plants, whereas RS, SCL, and RS2Z are plant specific (Barta *et al*., 2010; Reddy and Shad Ali, 2011; Morton *et al.*, 2019). Interestingly, the widespread occurrence of SR proteins in higher eukaryotes corresponds with elevated AS complexity, suggesting their essential role in regulating complex splicing events (Busch and Hertel, 2012). Moreover, SR proteins are employed in many post-transcriptional processes, including mRNA movement, stability, and translation (Jeong, 2017). SR proteins are highly dynamic and mainly localized to nuclear speckles (Caceres *et al.*, 1997), in which splicing factors are stored before recruitment to splicing events in the nucleoplasm (Misteli *et al*., 1997; Galganski *et al*., 2017). Many SR proteins shuttle back and forth between the nucleus and cytoplasm (Caceres *et al*., 1998).

Investigations on plant SR proteins have emerged more slowly than in animals, and most of the studies have linked plant AS to physiological and stress responses (Carvalho *et al*., 2013; Staiger and Brown, 2013; Laloum *et al*., 2018). The expression pattern of SR genes changed in response to development or stress conditions, indicating possible involvement in regulating these conditions (Duque, 2011; Reddy and Shad Ali, 2011; Filichkin *et al.*, 2015; Jiang *et al.*, 2017). The Arabidopsis loss-of-function mutant *sr45-1* has provided insights toward understanding the physiological role of plant SR proteins (Di Zhang *et al*., 2020). *sr45-1* exhibited developmental abnormalities (Ali *et al.*, 2007) and was sensitive to sugar, abscisic acid (ABA), and salt treatment (Carvalho *et al.*, 2010, 2016; Albaqami *et al*., 2019). *SR45* produced two isoforms; the SR45.1 isoform was involved in flower development, whereas SR45.2 was involved in root growth (Zhang and Mount, 2009; Albaqami *et al*., 2019). The loss-of-function mutants of other members of the SR family, such as *rs40*, *rs41*, and *scl30a*, showed hypersensitivity to salt and ABA stresses in *Arabidopsis thaliana* (Chen *et al*., 2013; Laloum *et al*., 2023).

In rice, abiotic stresses such as ABA, NaCl, heat, and cold induce AS of SR transcripts (Zhang *et al.*, 2013). SR proteins maintain nutrient homeostasis, such as phosphate remobilization by SR40, SCL25, and SCL57 in rice shoots (Dong *et al.*, 2018). Recently, functional investigation analysis showed that the *rs33* loss-of-function rice mutant was hypersensitive to salt and low-temperature stresses, and that *RS33* regulates pre-mRNA splicing in response to abiotic stresses (Butt *et al.*, 2019b, 2022). In contrast, no morphological changes were observed in rice after overexpressing several SR genes individually, including *SR32*, *SR33a*, *SR33*, *SCL26*, *RSZ23*, *RS2Z36*, and *RS2Z37*, although lines overexpressing *RS29* and *RS33* were lethal as they could not be recovered (Isshiki *et al*., 2006). Moreover, increased expression of *SCL30* compromised salt, drought, and low-temperature tolerance in rice (Wu *et al.*, 2022). In addition, single and multiplex mutants of SR protein genes were created using the CRISPR/Cas 9 [clustered regularly interspaced palindromic repeats (CRISPR)/CRISPR-associated protein 9] system and may be utilized to understand the role of SR proteins in plant development and stress response (Butt *et al.*, 2019b). Overall, the above studies indicate that SR proteins regulate the pre-mRNA splicing under abiotic stress conditions; thus, accurate and efficient regulation of these splicing factors may increase the adaptation to abiotic stress. However, most of these proteins are not well characterized, and the role of a single SR protein and the splicing events they regulate is also not yet clear.

In the present study, we characterized a novel splicing factor termed OsSCR106 in rice. The phylogenetic analysis showed that this protein is rich in SR dipeptides and contains an RRM domain at its N-terminus. Expression analysis showed that *OsSCR106* is expressed in seed endosperm, leaves, and vascular tissues. The *OsSCR106:EGFP* fusion under the *OsUbiquitin* promoter localized to the nuclear speckles. We investigated the function of *SCR106* via targeted mutagenesis using the CRISPR/Cas9 system. The *scr106* mutant, like mutants of other SR proteins, is hypersensitive to abiotic stress conditions such as salt and low temperature. These hypersensitive phenotypes were rescued via the expression of *OsSCR106* cDNA. RNA-seq analysis identified a subset of genes involved in salt stress responses, which are regulated by *OsSCR106*. Our results identified OsSCR106 as a splicing factor and prove its critical role in regulating AS and determining stress responses.

## Materials and methods

### Plant materials

*Oryza sativa* L. ssp. *japonica* cv. Nipponbare was used for all experiments. All plants were grown at 28 °C in the KAUST greenhouse under natural day length. Plants were watered twice a week and supplemented with Hoagland solution biweekly.

### Vector construction

For targeted mutagenesis, the expression of Cas9 was driven by *OsUbiquitin*, and the single guide RNA (sgRNA) was expressed under the *OsU3* promoter. The sgRNAs were designed to target the first exon of *OsSCR106* (*LOC_Os01g01150*; *Os01g0101600*) in rice. The *pRGEB32* plasmid (Xie *et al*., 2015; Butt *et al.*, 2019b) was digested with *Bsa*I; sgRNAs were synthesized as oligonucleotides with *Bsa*I overhangs, GGCA in the forward oligonucleotides and AAAC in the reverse. The oligonucleotides were annealed and ligated in the *Bsa*I-digested vector.

To generate the overexpression construct tagged with green fluorescent protein (GFP), *pUBI::OsSCR106-EGFP*, we amplified the full-length CDS of *OsSCR106* and cloned it into the binary vector pENTR™/D-TOPO™ (Thermo Fisher Scientific) according to the manufacturer’s instructions. The GFP sequence is amplified using primers EcoRI_GFP_F and KpnI_GFP_R to clone in-frame with *OsSCR106.* Using gateway cloning, an LR reaction was performed to transfer OsSCR106-EGFP into the destination vector pRGEB32.

To generate the promoter analysis construct, *pOsSCR106::EGFP-GUS*, we amplified ~2.5 kb upstream and 45 bp downstream of the start codon (ATG) of *OsSCR106*. The PCR products were then cloned into the binary vector pENTR™/D-TOPO™ according to the manufacturer’s instructions. Then we performed an LR reaction to transfer *pOsSCR106* in-frame with EGFP–β-glucuronidase (GUS) into the destination vector pKGWSF7 (Karimi *et al*., 2002).

To generate the complementation construct, *pOsSCR106::OsSCR106-EGFP*, we amplified and cloned *pOsSCR106* by restriction digestion into pRGEB32 by replacing the *OsUbiquitin* promoter sequence. *OsSCR106-EGFP* was amplified from the vector *pUBI::OsSCR106-EGFP* and cloned downstream of *pOsSCR106* in the pRGEB32 destination vector.

### Rice transformation

*Agrobacterium*-mediated rice transformation was performed as described previously (Hiei and Komari, 2008; Butt *et al.*, 2019b). The *Agrobacterium tumefaciens* strain EHA105 was used for all transformations. For the pRGEB32 vector, 50 mg l^–1^ hygromycin was used for selection and regeneration. For the pKGWSF7 vector, 150 mg l^–1^ G418 was used for selection and 100 mg l^–1^ G418 was used for regeneration.

### Genotyping of the *OsSCR106* mutant plants

DNA was extracted from rice leaves frozen in liquid nitrogen during collection. PCR was performed using the gene-specific primers to amplify the gRNA-targeted region. PCR product size was confirmed by gel electrophoresis and gel purified, then cloned into pJET1.2 blunt vector using the CloneJET PCR Cloning Kit (K1231). The clones were then Sanger sequenced to analyze the mutations.

### Phenotypic analysis of mutants and complementation lines under abiotic stress conditions

We used homozygous knockout (k/o), Cas9 free, and T_2_ or T_3_ generations for all phenotypic analysis. Freshly harvested seeds of each genotype were used for stress tolerance assays. The sterilized seeds were transferred to half-strength Murashige and Skoog (1/2 MS) solid medium supplemented or not with 100 mM NaCl, 125 mM NaCl, 2 µM ABA, 5 µM ABA, 100 mM mannitol, and 200 mM mannitol. The plates were sealed and incubated in a plant growth chamber maintained at 28/26 °C, 16/8 h day/night photoperiod. The seedlings were allowed to grow vertically for 7 d. The control conditions are without NaCl, ABA, and mannitol.

To test the low-temperature tolerance of these genotypes, Petri plates were transferred to different growth chambers maintained at the indicated temperatures for a specified time. The seeds initially subjected to the low-temperature treatment of 16 °C and 4 °C were transferred to 28/26 °C after 14 d, for 5 d. The seeds were allowed to grow for 12 d at 28/26 °C, 22/20 °C, or 18/15 °C. The control is normal growth conditions at 28/26 °C.

### Histochemical analysis of *OsSCR106* gene expression

Transgenic seedlings or plant organs carrying GUS reporter constructs were harvested, dipped in 3 ml of GUS staining buffer in a 6-well culture plate, and incubated at 37 °C. If necessary, a vacuum was applied for 10 min at room temperature to facilitate buffer uptake. When staining was complete, the samples were rinsed with dH_2_O and de-stained by shaking overnight at room temperature in 70% ethanol (EtOH). The plant material was rehydrated by successive 15 min incubation in 40, 20, and 10% (v/v) EtOH followed by an overnight incubation in 5% (v/v) EtOH/25% (v/v) glycerol.

### Subcellular localization analysis

Roots of *pUBI::OsSCR106-EGFP* and *pOsSCR106::OsSCR106-EGFP* were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) for 2 h, washed with dH_2_O and incubated in ClearSee solution (Kurihara *et al.*, 2015) for ~2 weeks, and then imaged with the Zeiss LSM710 inverted microscope.

### RNA isolation and sequencing

Total RNA was extracted from 7-day-old rice seedlings grown in 1/2 MS media with or without 125 mM NaCl using the Direct-zol RNA MiniPrep Plus kit (Zymo Research). We followed the manufacturer’s recommendations. RNA was quantified using a Nanodrop, and RNA quality was examined using a 2100 Bioanalyzer (Agilent Technologies). High-quality RNA samples with RNA integrity number (RIN) ≥7.0 were selected for library construction. The RNA-seq libraries were constructed using the TruSeq mRNA stranded kit following the standard protocol and sequenced on the Nova-seq platform to generate high-quality paired-end reads.

### Analysis of RNA-seq data and gene functional classification

RNA-seq data analysis was performed by Sequentia Biotech®. The dataset included RNA-seq data from 12 samples belonging to two genotypes (*scr106* and the wild type), two experimental conditions (salt stress, N; and control, C), and three biological replicates.

The quality of the reads was assessed with the software FASTQC, then a trimming step was performed in order to remove adapters and low-quality bases from the reads. The following parameters were used: minimum length was set to 35 bp and the quality score to 25. The software TRIMMOMATIC was used for this purpose. On average, 43.5 million filtered reads were obtained per sample. The high-quality reads were aligned against the *O. sativa* cv. Nipponbare genome (IRGSP 1.0) with STAR aligner (version 2.7.10a). On average, 88.95% of the reads could be mapped uniquely on the genome. FeatureCounts (version 2.0.0) was used to calculate gene expression values as raw fragment counts. In addition, a normalization was applied to the raw fragment counts by using the Trimmed Mean of M values (TMM) and the Fragments Per Kilobase Million (FPKM) normalization. All the statistical analyses were performed with R with the packages HTSFilter and edgeR.

The edgeR package determines differential expression using empirical Bayes estimation and exact tests based on a negative binomial model. The genes showing a false discovery rate (FDR) ≤0.05 were considered to be statistically significant. For the significantly differentially expressed genes (DEGs), a Gene Ontology enrichment analysis (GOEA) was performed to identify the most enriched Gene Ontology (GO) categories across the down- and up-regulated genes.

In addition to the differential expression analysis of the genes, a differential splicing analysis was performed using the software RMATS (version 4.1.2). Only the differential events supported by an FDR ≤0.05 and an absolute IncLevelDifference >0.1 were considered.

### RT–PCR and RT–qPCR

For reverse–transcription PCR (RT–PCR), DNA digestion of total RNA samples was performed using an RNase-Free DNase Set (Invitrogen cat. no. 18 068-015) following the manufacturer’s protocol. The total RNA was reverse transcribed using a SuperScript First-Strand Synthesis System (Invitrogen) to generate cDNA. PCR conditions were: initial denaturation at 95 °C for 2 min, then 40 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 60 s, then final elongation at 72 °C for 5 min.

The quantitative RT–PCR (RT–qPCR) was performed using 50 ng of RNA in a 10 µl final reaction volume. The iTaq™ Universal SYBR® Green One-Step Kit (Bio-Rad, cat. no. 172-5150) was used, with the following manufacturer’s protocol conditions: reverse transcription 50 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min, melt-curve analysis 65–95 °C, 0.5 °C increment. The gene expression data were normalized using the 2^–ΔΔ*C*T^ method with three biological replicates. The expression values were normalized with respect to the values of *OsActin* (*LOC_Os03g50885*). All expression analysis was performed on three biological replicates. Primers used for RT–PCR and RT–qPCR are listed in Supplementary Table S1.

## Results

### OsSCR106 is a homolog of human SRSF11 and contains plant serine/arginine protein characteristics

In rice, only 22 SR proteins have been identified (Barta *et al*., 2010; Richardson *et al.*, 2011; Morton *et al.*, 2019). To further identify proteins that contain RS dipeptides, we used the Basic Local Alignment Search Tool (BLAST) to compare the amino acid sequence of human splicing factor SRSF11 against the Arabidopsis proteome and obtained an ortholog, At3g23900, with 32% identity. At3g23900 has been recently characterized as an immunoregulatory RNA-binding (IRR) protein with three domains, namely a zinc finger, an RRM, and an RS dipeptide (Dressano *et al.*, 2020). IRR was involved in the negative regulation of immune response in maize and Arabidopsis (Dressano *et al.*, 2020). To investigate orthologs in rice, we then used BLAST to compare the amino acid sequence of At3g23900 against the rice proteome and identified a putative, uncharacterized ortholog, LOC_Os01g01150, with almost 60% identity. We aligned the amino acid sequences of human SRSF11, Arabidopsis At3g23900, and rice LOC_Os01g01150 to investigate conserved amino acid regions. The results suggest a conserved N-terminal region with an RRM and a C-terminal region with many SR dipeptides (Supplementary Fig. S1). We generated a phylogenetic tree to investigate the evolutionary relationship among the 22 rice SR genes, including LOC_Os01g01150. The results indicated that LOC_Os01g01150 is closely related to SC-subfamily members (Supplementary Fig. S2). Then we aligned the protein sequence of LOC_Os01g01150 with rice SC-subfamily proteins and found that this new ortholog has an RRM and an RS domain like all SC-subfamily members (Supplementary Fig. S3). The RS domain in LOC_Os01g01150 contains at least 350 amino acids with almost 25% SR or RS dipeptides. In addition, the LOC_Os01g01150 protein has an N-terminal filamin and zinc finger domains which might have some additional functions (Fig. 1A). Based on the similarity to the domain structure of SR-subfamily SC and with a molecular weight of 106 kDa, we propose the name *OsSCR106* (*SC-Related106*) for the locus *LOC_Os01g01150*.

**Fig. 1.**
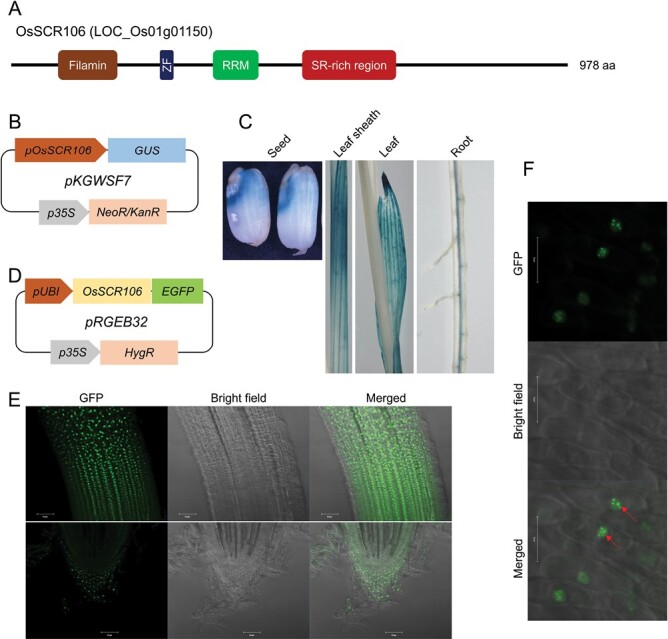
Expression analysis and subcellular localization of OsSCR106 in rice. (A) Domain organization of the OsSCR106 (SC-Related, LOC_Os01g01150) protein, generated using the publicly available online tool Prosite (https://prosite.expasy.org/). (B) Schematic diagram of the pKGWSF7 construct for expressing *pOsSCR106::GUS*. The expression is driven by the endogenous promoter of *OsSCR106*. (C) GUS staining analysis of transgenic plants carrying *pOsSCR106::GUS*. (D) Schematic diagram of the pRGEB32 construct for expressing *pUBI::OsSCR106:EGFP*. The expression is driven by the *OsUbiquitin* promoter (*pUBI*). (E) *pUBI::OsSCR106:EGFP* expression in the transition zone and the root tip of roots of 7-day-old seedlings. (F) Magnification of *OsSCR106:EGFP* expressed under pUBI in rice roots; red arrows indicate nuclear speckles. Bar, 50 µM or 20 µM in white.

### *OsSCR106* is expressed in different rice tissues, and the protein localizes to nuclear speckles

To study the expression pattern of *OsSCR106* in different rice organs, we fused the *GUS* reporter under the 2.5 kb promoter sequence of *OsSCR106*, and stably transformed rice calli using agrobacteria (Fig. 1B). The histochemical analysis showed GUS activity in the seed endosperm, the leaf sheath, and leaves (Fig. 1C). In the root, GUS activity was detected in the vascular cylinders of both primary and lateral roots.

The major splicing activity is performed in the nuclear speckles of the cell (Shepard and Hertel, 2009). To analyze the localization of OsSCR106 *in planta*, we fused the 2.934 kb CDS of *OsSCR106* to EGFP and expressed it under the rice *OsUbiquitin* promoter (*pUBI*), stably in rice (Fig. 1D). OsSCR106:EGFP localized to nuclear speckles in rice roots (Fig. 1E, F). Broad expression of the *OsSCR106* promoter and OsSCR106 localization to nuclear speckles indicates a possible role during the pre-mRNA splicing regulation in rice.

### Targeted mutagenesis of the rice *OsSCR106* locus

To further investigate the role of *OsSCR106* in rice, we targeted the *OsSCR106* locus in rice using the CRISPR/Cas9 system. The *OsSCR106* locus has three exons, and we designed two different sgRNAs to target the first exon (Fig. 2A). These sgRNAs were cloned under the *U3* promoter, and Cas9 expression was driven by the *OsUbiquitin* promoter. We delivered the plasmid into rice callus using the *Agrobacterium*-mediated transformation method. We recovered the transgenic lines and analyzed the targeted regions via Sanger sequencing. We identified several mutants in the T_0_ lines and continued with homologous k/os that contained a premature stop codon (PTC) downstream of the target site (Fig. 2B). For k/o line *scr106-8*, the insertion of 1 bp (T) at target site 1 (TS1) changes the downstream protein sequence and causes a PTC after 143 amino acids. Similarly, the k/o *scr106-55* with a deletion of 1 bp (A or T) at target site 2 (TS2) changes the downstream protein sequence and causes a PTC after 25 amino acids (Fig. 2B). We continued with k/o line *scr106-8* (*scr106*) for subsequent experiments.

**Fig. 2.**
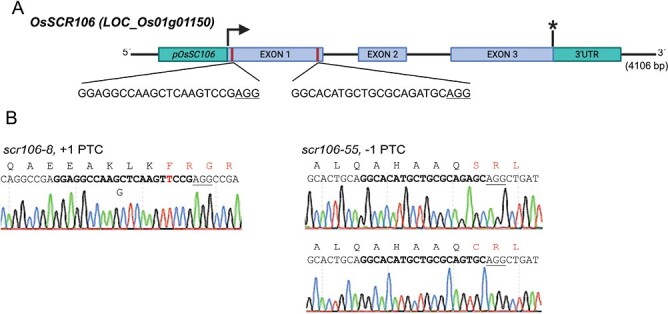
Targeted mutagenesis of the rice *SCR106* locus. (A) Schematic of the *OsSCR106* gene structure and the target site. *OsSCR106* contains three exons. The translation initiation codon (ATG) (arrow) and termination codon (TGA) (asterisk) are shown. The target site nucleotides are shown in uppercase letters, and the protospacer adjacent motif (PAM) site is underlined. (B) Nucleotide sequences and translation at target site 1 and 2 in T_0_ mutant rice plants. The recovered mutated allele sequences are shown. The PAM site is underlined. The red uppercase letters indicates the inserted nucleotides, and/or changed amino acid. ‘–/+’ indicate the deletion or insertion of the indicated number of nucleotides. The chromatogram represent data obtained by Sanger sequencing.

### The *scr106* mutant is hypersensitive to abiotic stress conditions

Plant SR proteins are critical modulators in abiotic stress responses, and most of the SR pre-mRNAs are alternatively spliced under abiotic stress conditions (Zhang *et al.*, 2013). The SR mutants were shown to be hypersensitive to abiotic stresses such as salt, ABA, and cold (Carvalho *et al*., 2010; Albaqami *et al*., 2019; Butt *et al*., 2022). To investigate the biological function of *OsSCR106* in rice under abiotic stress conditions, we germinated wild-type and *scr106* mutant seeds on a growth medium supplemented with different stress treatments (Fig. 3). Under control conditions, the *scr106* mutant exhibited slightly shorter root and shoot lengths than wild-type seedlings 7 d after germination. (Fig. 3A–C). This might indicate that OsSCR106 regulates the growth and development of rice plants.

**Fig. 3.**
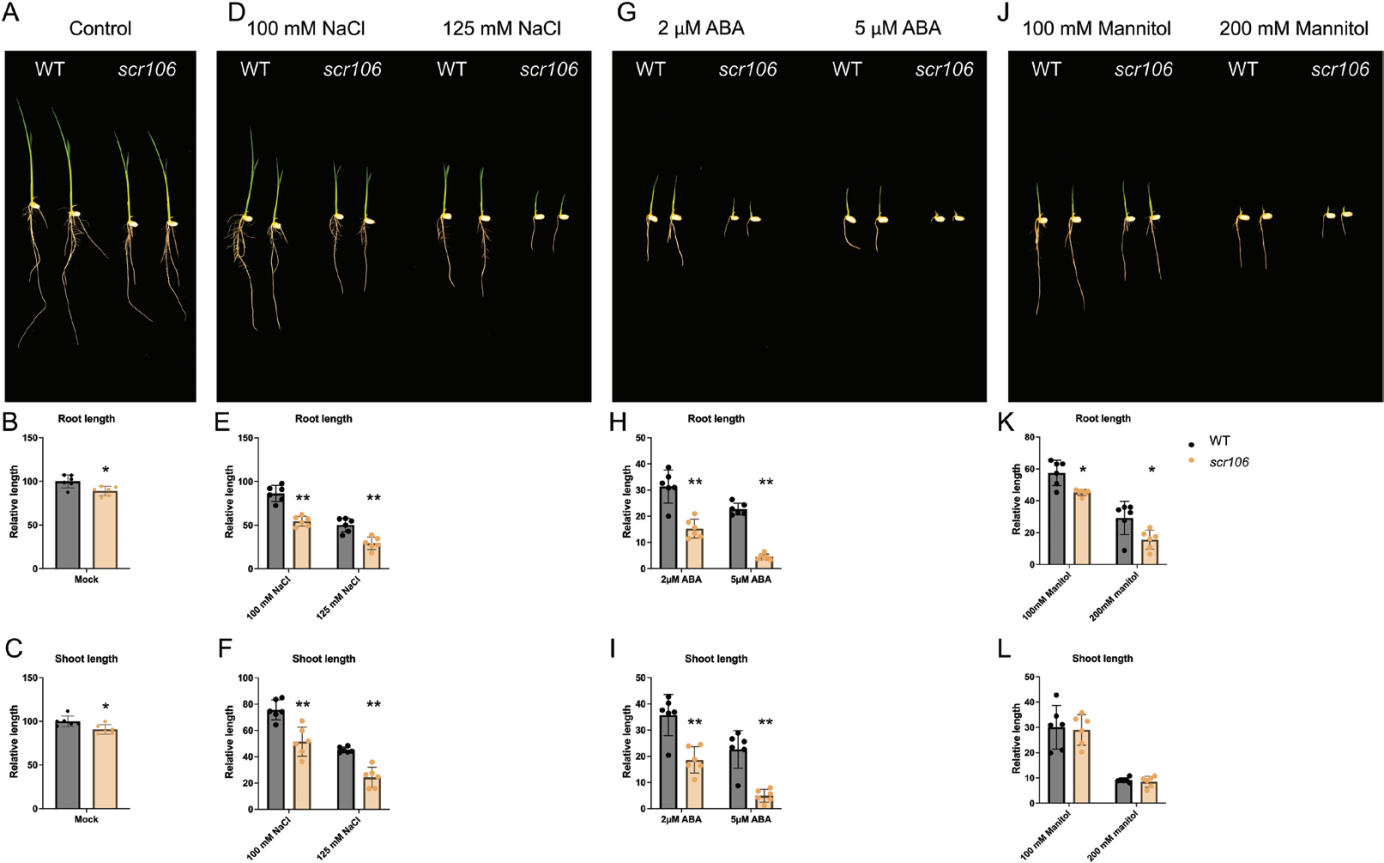
The *scr106* mutant is hypersensitive to salt, ABA, and mannitol. (A, D, G, J) Root and shoot phenotype of the wild type (WT) and *scr106* mutant grown on 1/2 MS media for 7 d, under control conditions (A), salt treatment (D), ABA treatment (G), or mannitol treatment (J). (B, C, E, F, H, I, K, L) Root and shoot length of the WT and *scr106* mutant under control and stress treatment; organ length was calculated relative to root or shoot length of the WT plants grown on 1/2 MS media. The Student’s *t*-test analysis indicated a significant difference compared with the WT (*P<0.05, **P<0.01). Values are the means ±SD of at least six biological replicates (represented as dots).

We next tested the salt stress response of our mutant as compared with the wild type. For this, we used two different concentrations of NaCl, 100 mM and 125 mM (Fig. 3D–F). Root and shoot length of the mutants was significantly reduced compared with the wild-type seedlings with 100 mM NaCl treatment, and even further with 125 mM NaCl treatment, indicating that *oscr106* is hypersensitive to salt stress (Fig. 3D–F). We further tested the growth response of the wild type and *scr106* mutant under ABA stress treatment (Fig. 3G–I). Under 2 μM ABA treatment, the root and shoot lengths of *scr106* mutant seedlings were significantly shorter as compared with wild-type seedlings, and growth of *scr106* seedlings had almost ceased at 5 μM ABA (Fig. 3G–I). For osmotic stress treatments, we used mannitol at two different concentrations. Mannitol has little impact on shoot length in the *scr106* mutant as compared with the wild type (Fig. 3J–L). However, the root length was affected at 100 mM mannitol and severely reduced at 200 mM mannitol as compared with the wild type.

It has been recently shown that AS impacts the cold responses in plants, and mutants of some splicing factors are hypersensitive to low-temperature treatment (Calixto *et al.*, 2018; Lu *et al.*, 2020; Butt *et al*., 2022). To test if OsSCR106 regulates growth under low temperatures in rice, we germinated the wild type and the *scr106* mutant under various low-temperature treatments, including 22 °C and 18 °C continuously for 12 d. We observed that the continuous low temperatures of 22 °C and 18 °C significantly affected the root and shoot growth in *scr106* compared with wild-type seedlings. The growth at 18 °C is severely inhibited in *scr106* compared with wild-type seedlings (Fig. 4A–C). To test the recovery after low-temperature treatment, we used 16 °C and 4 °C for 14 d and recovery for 5 d. With the decrease in the temperature treatment, the severity of the growth inhibition increased in *scr106* as compared with wild-type seedlings (Fig. 4A–C). The treatment at 4 °C for 14 d has the highest impact on the recovery of the seedlings. The root and shoot lengths of *scr106* are severely affected compared with the wild type at 4 °C (Fig. 4A–C).

**Fig. 4.**
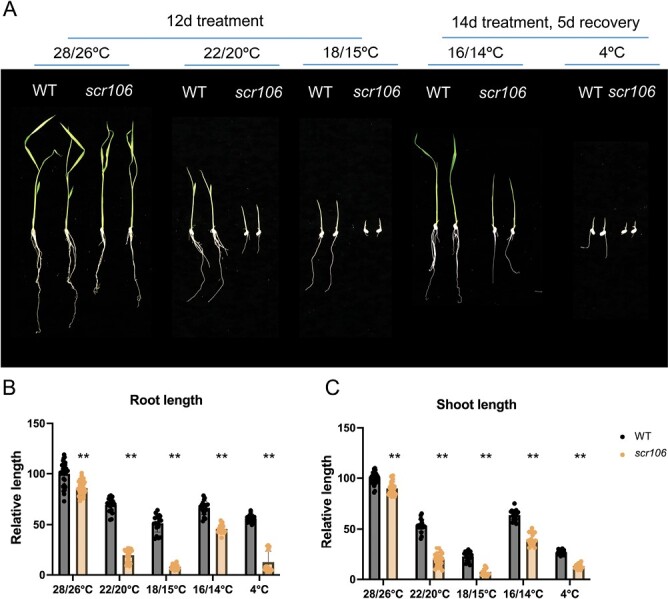
The mutation of *SCR106* leads to hypersensitive phenotypes to low-temperature treatments. (A–C). The seeds of the wild type (WT) and *scr106* mutant were germinated on 1/2 MS media and grown at different low temperatures. Seedlings were grown at (day/night) 28/26 °C, 22/20 °C, or 18/15 °C for 12 d. At 16/14 °C, or 4 °C, seeds were initially treated at these temperatures for 14 d and then recovered for 5 d. The germination and growth of the *scr106* mutant are significantly delayed compared with the WT. The relative growth length was calculated based on a root or shoot length of 100% for plants of each genotype grown on 1/2 MS media at the indicated temperatures. For 28/26 °C, the control conditions, the relative growth length is calculated based on a root or shoot length of 100% for WT plants. The Student’s *t*-test analysis indicated a significant difference compared with the WT (*P<0.05, **P<0.01). Values are the means ±SD of at least six biological replicates (represented as dots).

Taken together, these results suggest that *OsSCR106* is essential for abiotic stress regulation in rice.

### Expression of *OsSCR106* cDNA in the *scr106* mutant complements its function

To confirm that the loss-of-function mutation is responsible for the developmental abnormalities, and hypersensitivity to stress phenotype, we reintroduced the full-length isoform of *OsSCR106* as cDNA driven by the endogenous promoter in the mutant background. We recovered the transgenic plants and performed analysis using two independent complementation lines in the progeny. Under control conditions, the shoot and root of complementation lines showed full restoration of the wild-type phenotype (Fig. 5A–C). Furthermore, the root and shoot length of the complementation lines were fully restored to wild-type levels under salt and ABA treatment, as well as under low temperature (Fig. 6A–C). Overall, these results confirm that the hypersensitive reactions to abiotic stress treatments in the *scr106* mutant are caused by the mutation in *OsSCR106*.

**Fig. 5.**
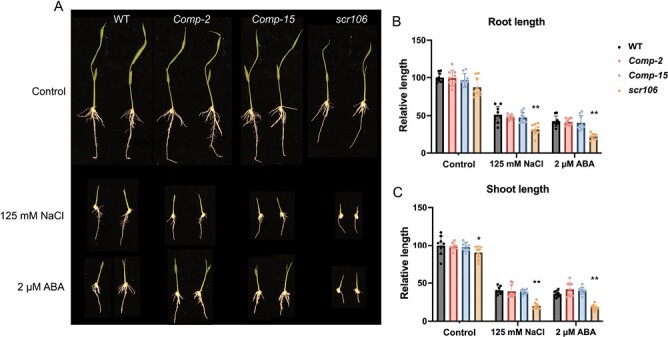
The hypersensitive phenotype of *scr106* under NaCl and ABA treatment is restored by the expression of *OsSCR106*. (A–C) The wild type (WT), the *scr106* mutant complemented with *pOsSCR106::OsSCR106-EGFP* (Comp), and the *scr106* mutant grown for 7 d under control or stress conditions. Shoot and root length of the WT, the complemented *scr106* mutant and the *scr106* mutant under control or stress conditions; length was calculated relative to root or shoot length of the WT plants grown on 1/2 MS media. The Student’s *t*-test analysis indicated a significant difference compared with the WT (*P<0.05, **P<0.01). Values are means ±SD of at least six biological replicates (represented as dots).

**Fig. 6.**
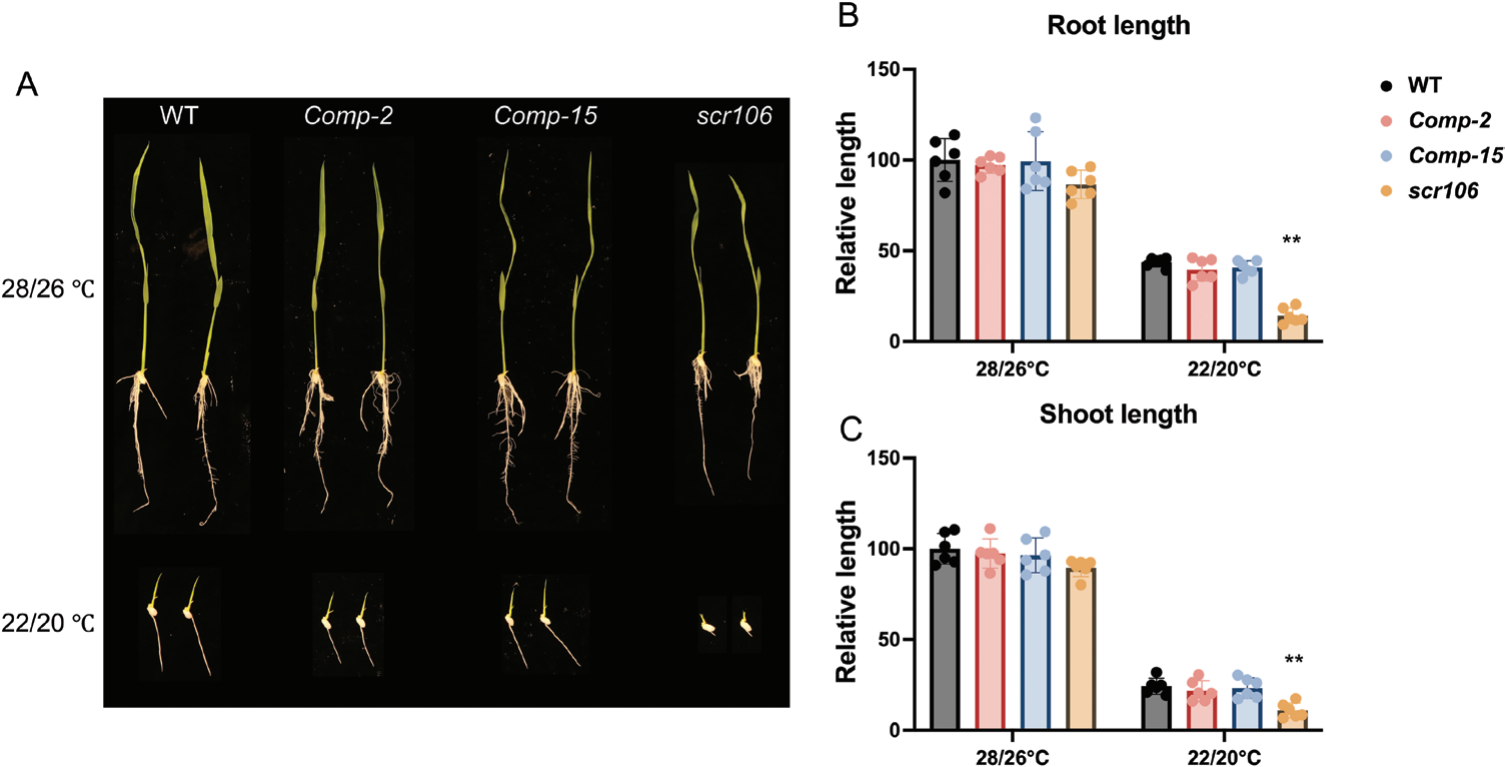
The hypersensitive phenotype of *scr106* under low temperature is rescued by the expression of *OsSCR106*. (A–C) The transformation of the *OsSCR106* cDNA rescued the hypersensitive phenotype under low temperature treatment. The relative growth length is calculated based on a root or shoot length of 100% for wild-type (WT) plants. The Student’s *t*-test analysis indicated a significant difference compared with the WT (*P<0.05, **P<0.01). Values are the means ±SD of at least six biological replicates (represented as dots).

### OsSCR106 regulates gene expression and controls the RNA splicing of a large number of genes in rice

To understand the role of OsSCR106 in genome-wide pre-mRNA splicing, we performed RNA-seq analysis of 7-day-old seedlings of the *scr106* mutant and wild type. 

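mRNA was sequenced from whole seedlings of the wild type and of *scr106*, a mutant made by CRISPR/Cas9 targeting of *OsSCR106*, after 7 days of growth without salt or with 125 mM NaCl. The sample labels list 12 samples, 3 for each of the 4 groups. The transcript of *OsSCR106* itself (*Os01g0101600*) was lower in the mutant, with a log2 fold change of -0.74 (FDR = 9.2e-04) in the authors' deposited table from edgeR and a mean FPKM of 9.14 in *scr106* against 16.0 in the wild type. The authors aligned the reads to the IRGSP rice genome with STAR and counted fragments per gene with featureCounts. They normalized the counts by TMM and FPKM, and tested genes with the exact test of edgeR. Splicing events were called by the authors with rMATS. The deposited tables hold the called genes at an FDR of at most 0.05, and the called events at the same FDR with an inclusion level difference above 0.1. Genes and events outside these calls are not listed, so no model was refitted. The number of genes tested in this comparison, 23914, was recovered from the FDR, rank and p value of the called genes. For each event the tables list junction reads for 2 unnamed wild-type libraries and 2 unnamed *scr106* libraries under control conditions, from which the inclusion level of each listed library was recomputed. The recomputed levels differed from the deposited ones by at most 0.0005. No library totals are in the tables, so the depth is that of each event. The listed library with the fewest reads had a median of 15 junction reads per event, and 41.8% of the events had fewer than 10 reads in at least 1 library.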

Comparing the wild-type transcriptome with the *scr106* mutant identified 1180 DEGs between the wild type and *scr106*. Among these, 723 genes were up-regulated and 457 genes were down-regulated (Fig. 7A; Supplementary Dataset S1). 

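Genes of heat shock proteins and other chaperones, which assist protein folding, were mostly up-regulated in *scr106*, and genes of LEA proteins, dehydrins and ABA responses were mostly down-regulated. Of the chaperone genes among the DEGs, 25 were up-regulated and 2 were down-regulated (Fisher's exact test against the other described DEGs, adjusted p = 0.0035). They included *OsHSP24.1* (*Os02g0758000*), the Hsp70 gene *Os01g0840100* and the Hsc70-like gene *Os05g0460000*, with log2 fold changes of 1.94, 1.54 and 2.17 in the authors' deposited table. Of the LEA, dehydrin and ABA genes, 2 were up-regulated and 12 were down-regulated (adjusted p = 0.0035 by Fisher's exact test). The dehydrin genes *Os11g0454000* and *Os11g0454200* are listed at -4.11 and -3.74 on the log2 scale in the authors' deposited table. The LEA gene *Os06g0110200* is listed at a mean FPKM of 0 in the mutant there. Cytochrome P450 genes were mostly higher, 19 against 2 lower (Fisher's exact test, adjusted p = 0.035). Iron homeostasis genes were mostly lower, 7 against 1 higher (adjusted p = 0.036 by Fisher's exact test). Among them are the genes *Os12g0106000* and *Os11g0106700* for ferritin, which stores iron, at -0.98 and -0.88 in the authors' deposited table. All 5 DEGs of the splicing list were up-regulated (Fisher's exact test, adjusted p = 0.41), among them *OsNF-YA6*, which is in the list only because its description names a splice isoform. In the authors' deposited table the SC35-like factor gene *Os07g0633200* has a log2 fold change of 1.44, the hnRNP gene *Os11g0637700* one of 1.13 and the U2AF small subunit gene *Os09g0491756* one of 0.87. The gene lists are patterns on the gene descriptions, fixed before the data were examined except for parts of Supplementary Datasets S1, S2, S5 and S6, and the p values were adjusted over 75 tests of 25 lists in 3 comparisons. At an FDR of 0.01 for the DEGs the adjusted p rose to 0.32 for the P450 list and to 0.24 for the iron list.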

The top 10 DEGs (based on the highest log-fold expression change) were up-regulated genes and included: *Os06g0215900*, annotated as Similar to Oxo-phytodienoic acid reductase; *Os11g0113500* annotated as retrotransposon gene 1; *Os04g0352400* is FK506-binding protein, Peptidyl-prolyl *cis*/*trans* isomerase, Chilling tolerance; *Os11g0213000* is Similar to Protein kinase domain containing protein, expressed; and *Os07g0432333* is Similar to Thionin-like peptide (Fig. 7B). 

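The largest increase was that of *Os06g0215900*, which encodes an enzyme of the oxo-phytodienoic acid reductase family that acts in oxylipin metabolism, from a mean FPKM of 0.0267 in the wild type to 14.2 in *scr106* (log2 fold change 9.27 in the authors' deposited table). The thionin-like gene *Os07g0432333* followed at 4.75, the cysteine endopeptidase gene *Os11g0255300* at 3.24 and the FK506-binding protein gene *Os04g0352400* at 3.08 in the authors' deposited table. *OsRLCK318* (*Os11g0213000*), a receptor-like cytoplasmic kinase gene, rose by 2.98, and the chitinase gene *Os06g0726100* by 3.02, on the log2 scale of the authors' deposited table. The retrotransposon gene *Os11g0113500* is listed at a mean FPKM of 0 in the wild type and 0.954 in the mutant in the authors' deposited table. On the other side, the von Willebrand factor type A domain gene *Os11g0687100*, the WRKY factor gene *Os12g0116800* and the jasmonate-induced protein gene *Os12g0198700* had log2 fold changes of -4.63, -4.54 and -4.09 in the authors' deposited table. The jacalin-related lectin gene *Os12g0247700* went from a mean FPKM of 73.5 to 6.71, and the metallothionein gene *Os12g0568500* from 221 to 44.0, in the authors' deposited table. These genes are among the 10 with the largest log2 fold change in each direction, with a mean FPKM of at least 5 in 1 group and a described product, or are named by the paper.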

The GOEA showed that the global DEGs between the wild type and the *scr106* mutant under control conditions were enriched for the biological processes related to defense response to fungus, defense response to bacterium, response to water, pentose-phosphate shunt, and protein metabolic process (Fig. 7C).

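Defense genes, a list of thionins, chitinases, pathogenesis-related proteins and resistance genes, were divided evenly, with 15 up-regulated and 15 down-regulated (Fisher's exact test, adjusted p = 0.54). The pathogenesis-related gene *Os11g0592100* rose by 1.51, while the Bowman-Birk proteinase inhibitor gene *Os01g0127600* had a log2 fold change of -1.59, in the authors' deposited table. Of the WRKY factors, which regulate defense genes, 1 was higher and 5 were lower (adjusted p = 0.12 by Fisher's exact test). *Os12g0116700* is listed at -3.35 and *Os11g0117600* at -2.22 in the authors' deposited table. Of the jasmonate and oxylipin genes, 3 were higher and 8 were lower (Fisher's exact test, adjusted p = 0.11). The 12-oxophytodienoic acid reductase gene *Os06g0216300* has a log2 fold change of 1.16 and the lipoxygenase gene *Os03g0738600* one of -1.15 in the authors' deposited table. Among the redox enzymes 13 were up-regulated and 5 down-regulated (adjusted p = 0.70 by Fisher's exact test). The glutathione S-transferase genes *Os09g0367700* and *Os10g0528300*, enzymes of detoxification, are listed at 1.63 and 1.46 in the authors' deposited table. Of the aquaporins, which carry water across membranes, 3 were higher and 1 was lower (Fisher's exact test, adjusted p = 1). Receptor kinase genes numbered 2 higher and 6 lower (adjusted p = 0.18 by Fisher's exact test).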

**Fig. 7.**
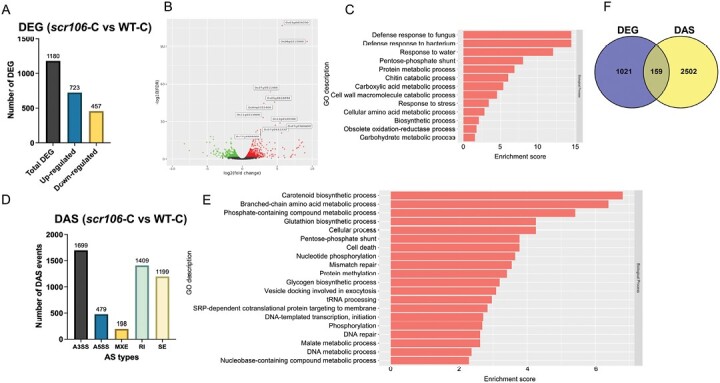
Loss of *SCR106* affects the global gene expression and alternative gene splicing in rice. (A) The number of up- and down-regulated differentially expressed genes (DEGs) in *scr106* compared with the wild type (WT). (B) The volcano plot represents the DEGs. Black dots represent the genes that are not significantly differentially expressed, while red and green dots are the genes that are significantly up- and down-regulated, respectively. The gene IDs for the top 10 highly DEGs are shown. (C) GO enrichment analysis of the DEGs regulated by *OsSCR106*. (D) Bar plot showing the differentially alternative splicing (DAS) events between *scr106* and the WT. The numbers of each type of event are given. The majority of these events are alternative 3'-splice site (A3SS), and intron retention (IR). SE, exon skipping; A5SS, alternative 5'-splice site; MXE, mutually exclusive exons. (E) GO enrichment analysis of the DAS genes regulated by *OsSCR106*. (F) Overlap of DEG with DAS events for *OsSCR106* and the WT.

To further examine the global defects in pre-mRNA splicing regulated by OsSCR106, we compared the *scr106* and wild type, and identified differentially alternatively spliced (DAS) events. All types of events, such as A3SS, A5SS, MXE, RI, and SE, were detected. Among these, the A3SSs and the RIs were the highest DAS events between the wild type and *scr106*, with 1699 A3ʹSS and 1409 RI events, respectively (Fig. 7D; Supplementary Dataset S2). 

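Exon skipping was more frequent in *scr106*. Among the genes with an SE event, the exon was included less in the mutant in 498 and more in 175. The share with higher inclusion was 26.0% (95% exact interval 22.7% to 29.5%; exact binomial test, two-sided, adjusted p = 6.6e-36). In the glycoside hydrolase family 27 gene *Os01g0518500*, the exon on chromosome 1 from 18398720 to 18398868 had inclusion levels of 0.67 and 0.78 in the listed wild-type libraries and 0.14 and 0.065 in those of *scr106*, at 41 to 112 junction reads per library. The exon of *OsERD1* (*Os03g0363500*) on chromosome 3 from 14155540 to 14155702 was included in every read of the wild type and at 0.84 and 0.74 in the mutant. A5SS events went both ways, with higher inclusion of the longer exon in 203 of 393 genes (51.7%, 95% exact interval 46.6% to 56.7%; exact binomial test, adjusted p = 0.82). Among them, a 26-nt extension in the saccharopine dehydrogenase-like gene *Os12g0137200*, on chromosome 12 from 1804567 to 1804592, was included at 0.52 and 0.39 in the wild type and at 0.88 and 0.83 in *scr106*. A methyltransferase domain gene, *Os01g0920300*, moved the other way, with a 368-nt extension included at 1.00 and 0.78 in the wild type and at 0.56 and 0.24 in *scr106*. A single event per gene, that with the lowest p value, was counted, since events of a gene share reads, and the p values were adjusted over 15 tests. The intervals cover counting error only. The tests take genes as independent and do not measure the spread between the listed libraries.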

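Introns were retained more in *scr106* in most genes with an RI event: 849 of 1138 genes, or 74.6% (95% exact interval 72.0% to 77.1%; exact binomial test, two-sided, adjusted p = 3.7e-63). With at least 20 junction reads in every listed library the share was 86.9%. In the DUF296 domain gene *Os04g0683900*, an intron of 142 nt on chromosome 4 from 34923541 to 34923682 had inclusion levels of 0.15 and 0.23 in the wild type and 0.79 and 0.83 in *scr106*. The cryptochrome DASH gene *Os06g0661800*, a relative of photolyases, was among the exceptions, with an intron of 119 nt retained at 0.92 and 0.83 in the wild type and at 0.27 and 0.33 in the mutant. For A3SS events, the longer exon, which uses the upstream 3'-splice site, was favoured in *scr106* in 670 of 1178 genes (56.9%, 95% exact interval 54.0% to 59.7%; exact binomial test, adjusted p = 1.3e-05). In the polyprenyl synthetase-related gene *Os08g0193100*, a 25-nt extension on chromosome 8 from 5436698 to 5436722 was included at 0.28 and 0.23 in the wild type and at 0.94 and 0.95 in *scr106*, at 26 to 39 junction reads per library. In the chalcone isomerase-like gene *Os11g0116300*, which acts in flavone and tricin-lignin synthesis, a 406-nt extension rose from 0.12 and 0.16 to 0.79 and 0.69. As for SE events, the p values for RI and A3SS events rest on numbers of genes and do not measure the spread between libraries. A3SS events made up 34.1% of the 4984 events and RI events 28.3%. With at least 10 junction reads in every listed library, 982 A3SS, 860 SE and 757 RI events remained.

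**Figure D1:**
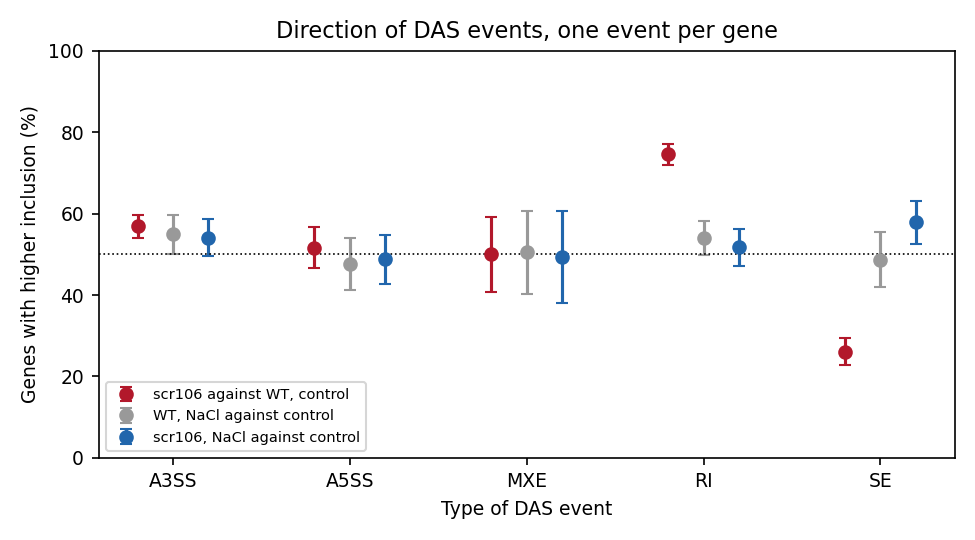
Share of genes (%) whose called event had higher inclusion in the group named first, by type of DAS event, with 1 event per gene and 95% exact binomial intervals; the dotted line marks equal numbers in both directions. In *scr106* against the wild type without salt, RI events stand at 74.6% and SE events at 26.0%, while A5SS and MXE events lie near the line.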

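Mutually exclusive exons changed in 122 genes, evenly in both directions. The exon that rMATS counts as included was favoured in 61 genes in *scr106* and in 61 in the wild type (exact binomial test, two-sided, adjusted p = 1). In *Os10g0206800*, a MATE transporter gene described by its aluminium-induced secretion of citrate, the exon on chromosome 10 from 7576577 to 7576690 had inclusion levels of 0.027 and 0.21 in the listed wild-type libraries and 0.52 and 0.65 in those of *scr106*. In the D-alanine ligase-like gene *Os07g0691200*, the exon on chromosome 7 from 29399205 to 29399365 went from 0.24 and 0.22 to 0.70 and 0.68, at 87 to 311 junction reads per library. Many of these events are thinly covered, with fewer than 10 junction reads in at least 1 library in 53.5%.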

The least number of events were detected for MXEs, with 198 events. The GO enrichment analysis showed that the global DAS events between the wild type and the *scr106* mutant under control conditions were enriched in carotenoid biosynthetic process, branched-chain amino acid metabolic process, phosphate-containing compound metabolic process, glutathione biosynthetic process, and pentose-phosphate shunt (Fig. 7E). We then compared the DAS genes with DEGs and found that most of the DEGs were unique, and very few of them were alternatively spliced, uncoupling the transcription from AS regulation (Fig. 7F). 

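Of the 1180 DEGs, 159 also had a DAS event and 1021 did not, and 2502 of the 2661 DAS genes were not DEGs. Among the 23914 genes tested for expression, chance would give 131 shared genes. On that background the odds of a DAS event were 1.26 times as high in DEGs as in other genes (Fisher's exact test, two-sided, p = 0.010). The genes that could be tested for splicing are not listed, and a background of those would change the chance value and the odds. *OsNF-YA6* (*Os07g0608200*), which encodes a subunit of a CCAAT-binding transcription factor, changed in both respects. Its log2 fold change was 1.53 in the authors' deposited table, and a 131-nt extension at an upstream 3'-splice site was included at 0.22 and 0.21 in the wild type and at 0.64 and 0.68 in *scr106*. *OsERD1* was down-regulated, with a log2 fold change of -1.13 in the authors' deposited table, and had RI, A3SS and SE events. Among the shared genes 112 were up-regulated and 47 down-regulated. Of the DEGs with more retention in an RI event, 36 had higher and 13 had lower expression. Of those with less retention, 13 had higher and 3 had lower expression (Fisher's exact test, two-sided, p = 0.74). With at least 10 junction reads in every listed library, 115 genes were shared against 82.2 by chance on the same background of genes tested for expression. From the small number of DEGs that are alternatively spliced, the paper reasons that transcription is uncoupled from AS regulation.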

Overall, these results indicate that *OsSCR106* regulates the expression and RNA splicing of a large number of genes.

### *OsSCR106* is involved in mediating global gene expression and genome-wide splicing under salt stress conditions

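Seedlings of both genotypes were grown for 7 days with 125 mM NaCl or without it, and each genotype under salt was compared with the same genotype under control conditions. By the sample labels each of the 4 groups has 3 samples, and the control groups are those that also serve the comparison of the genotypes. The authors' deposited tables for these comparisons hold called genes and called splicing events made in the same way, with means of FPKM per group and junction reads per library. The number of genes tested, recovered from the called genes, was 25009 for the wild type and 24872 for *scr106*. Junction reads are listed for 2 libraries in each wild-type group, for 2 *scr106* control libraries and for 3 *scr106* libraries under salt. The listed library with the fewest reads had a median of 6 junction reads per event in the wild type and 7 in *scr106*. In the same order, 61.6% and 56.7% of the events had fewer than 10 reads in at least 1 library. The response of a gene called in both genotypes was compared between them by a z-test on the difference of the log2 fold changes, with standard errors recovered from the p values of the authors. On simulated data of 2914 genes, this test found 80.5% of 200 genes changed by a log2 difference of 2, and 26% at a difference of 1. The simulated noise was drawn from the same recovered standard errors, and no simulated gene was dropped for not being called. The simulation thus does not tell whether those standard errors are right or what the choice of called genes does. Across the called genes, the log2 ratio of the mean FPKM exceeded the log2 fold change by a median of 0.25 in the wild type and 0.46 in *scr106*, a shift of scale to which the fold changes are relative.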

To determine the link between environmental stresses and AS, and to verify the role of *OsSCR106* in regulating stress-induced AS, we performed mRNA sequencing after salt treatment. We found 4236 DEGs in the wild type under salt stress in comparison with plants under control conditions. Among these, 1847 genes were up-regulated and 2479 were down-regulated (Fig. 8A; Supplementary Datasets S3, S4). However, in *scr106*, compared with the wild type, a large number of genes (8757) were differentially expressed under salt treatment. Of these DEGs, 4179 were up-regulated while 4578 were down-regulated. 

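Genes of photosynthesis and chlorophyll synthesis fell in salt-treated wild-type seedlings, with 45 down-regulated and 3 up-regulated (Fisher's exact test, adjusted p = 3.1e-06). The photosystem II gene *Os02g0581100* and the chlorophyll a/b binding domain gene *Os02g0610700*, which serve light capture and electron transport, had log2 fold changes of -1.12 and -1.37 in the authors' deposited table. Of the bHLH factors, 14 were lower and 1 was higher (adjusted p = 0.036 by Fisher's exact test). *Os03g0782500*, a phytochrome-interacting factor-like gene, is listed at -0.98 in the authors' deposited table. Cell wall genes mostly rose, 28 against 12 (Fisher's exact test, adjusted p = 0.0031). They include the cellulose synthase-like gene *Os08g0253800* at 1.88 and the xyloglucan fucosyltransferase gene *Os08g0334900* at 2.74 in the authors' deposited table. Defense genes were higher in 55 cases and lower in 47 (adjusted p = 0.035 by Fisher's exact test). The ferritin genes *Os12g0106000* and *Os11g0106700* fell by 1.98 and 2.00 on the log2 scale, and the high-affinity potassium transporter gene *Os03g0575200*, which keeps potassium in the plant, rose by 1.11, in the authors' deposited table. The largest changes include the sucrose transporter gene *Os02g0513100* at 4.10, the Kazal domain proteinase inhibitor gene *Os12g0455000* at 4.30 in the authors' deposited table. On the other side are the salicylic acid methyltransferase gene *Os11g0256900* at -4.52 and the metallothionein gene *Os12g0568500* at -6.25 in the authors' deposited table. The translation initiation factor gene *Os04g0627900* has the highest log2 fold change of the genes chosen by size, 7.56, at an FDR of 0.039 in the authors' deposited table, from edgeR. Among DEGs with an absolute log2 fold change of at least 1, the adjusted p was 0.83 for bHLH factors, 0.36 for cell wall genes and 0.74 for defense genes by the same exact test.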

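In *scr106* under salt, ribosome and translation genes were mostly up-regulated, 165 against 46 down-regulated (Fisher's exact test, adjusted p = 3.9e-19). Photosynthesis genes were mostly down-regulated, 63 against 5 (Fisher's exact test, adjusted p = 6.8e-11). The ribosomal protein L7A/RS6 family gene *Os10g0124000* rose by 1.82 on the log2 scale, whereas *Os01g0924000*, for a chloroplast ribosomal protein L27, is at -1.53 in the authors' deposited table. The magnesium chelatase gene *Os03g0323200*, an enzyme of chlorophyll synthesis, and the photosystem I gene *Os05g0560000* had log2 fold changes of -2.35 and -1.88 in the authors' deposited table. Cell wall genes were higher in 59 cases and lower in 20 (Fisher's exact test, adjusted p = 9.1e-06), and histone and cell cycle genes in 85 and 37 (adjusted p = 6.5e-06). Auxin genes were higher in 49 and lower in 23 (Fisher's exact test, adjusted p = 0.0035), and LEA, dehydrin and ABA genes in 37 and 20 (adjusted p = 0.037). Cation transport genes were higher in 3 cases and lower in 19 (Fisher's exact test, adjusted p = 0.015). One of them is the potassium transporter gene *Os07g0102100*, at -1.27 in the authors' deposited table. The IMA peptide genes *OsIMA2* (*Os07g0142100*) and *Os01g0647200*, which are induced by iron deficiency, rose from a mean FPKM of 0.224 to 190 and from 0.310 to 95.2 in the authors' deposited table. *Os01g0952800*, an iron-related bHLH factor gene, rose by 4.03 on the log2 scale, and the ferritin gene *Os11g0106700* fell by 3.89, in the authors' deposited table. The halide methyltransferase gene *Os03g0843800* has the largest decrease of the genes chosen by size, at -11.80 in the authors' deposited table. Among DEGs with an absolute log2 fold change of at least 1, the ribosome list turned to the other direction with an adjusted p of 0.74 by the same exact test. The adjusted p was 0.089 for histone and cell cycle genes and 0.99 for cation transport by that exact test.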

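Of the genes called under salt in both genotypes, 880 were up-regulated in both and 1974 were down-regulated in both, so that 2854 of 2914 (97.9%) changed in the same direction. Chance would give 1523 shared genes, and the odds ratio of being a DEG in both was 5.19. A further 1412 genes were called in the wild type alone and 5843 in *scr106* alone. The GOS9 gene *Os06g0169001* fell in both, at -5.73 in the wild type and -8.88 in *scr106* on the log2 scale of the authors' deposited table, and the peroxidase gene *Os04g0688500* at -4.46 and -6.89. The heat shock protein gene *Os05g0519700*, described by its role in acquired thermotolerance, rose by 3.36 and 3.07 in the authors' deposited tables. The adjusted p of that difference was 0.76 by the z-test. Genes called in a single genotype are not thereby shown to respond differently, since genes that were not called are not listed and no difference was tested for them.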

We compared the salt-regulated DEGs in the wild type with the salt-regulated DEGs in *scr106* and found a large overlap of 2915 DEGs; however, 5843 genes were uniquely differentially expressed in the *scr106* mutant (Fig. 8B). This indicates that most of the DEGs observed in the *scr106* mutant are unique and only regulated by *OsSCR106* under salt stress conditions; however, there is also a set of genes that were differentially expressed under salt regardless of the genotype. 

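Where a gene was called in both genotypes, its response to salt was mostly larger in *scr106*. It differed in 787 of 2914 genes at an adjusted p of at most 0.05 from the z-test. Of these, 714 responded more strongly in *scr106*, 13 less strongly and 60 in the opposite direction. The median ratio of the absolute log2 fold changes, *scr106* over the wild type, was 1.54 (95% bootstrap interval 1.52 to 1.57). It was 1.68 for genes that fell and 1.28 for genes that rose, and 1.59 and 1.42 from the mean FPKM with a pseudocount of 0.1. These ratios hold for genes called in both, a choice that can raise them, since the recovered standard errors were larger in *scr106* (median ratio 1.27). Over all genes called in each comparison, the median absolute log2 fold change was 0.998 in the wild type and 1.08 in *scr106*. The IMA peptide gene *Os01g0647200* rose by 1.35 in the wild type and by 7.84 in *scr106* on the log2 scale of the authors' deposited tables. The Calvin cycle gene *Os04g0234600*, for sedoheptulose bisphosphatase, had log2 fold changes of -1.07 and -2.40, and the LEA gene *Os01g0705200* of 2.39 and 5.33, in the authors' deposited tables. The lipoxygenase gene *Os12g0559200* rose by 2.30 in the wild type and fell by 1.57 in *scr106* in the authors' deposited tables. The mitochondrial iron-regulated gene *Os12g0282000* had log2 fold changes of -3.32 in the wild type and 4.63 in *scr106* there. Each fold change is relative to the control group of its own genotype. *Os12g0282000* and *Os01g0647200* were already lower in *scr106* than in the wild type without salt, which enters their responses. For log2 ratios of the mean FPKM with a pseudocount of 0.1, in place of the fold changes, the response differed in 450 genes, and with a pseudocount of 1 in 295, with a median ratio of 1.49 for both. The standard errors stayed those of the fold changes. As a pseudocount shrinks the changes, part of this fall in number can arise by construction. From the number of genes called in *scr106* alone, the paper proposes that most of the DEGs of the mutant are regulated by *OsSCR106* under salt, beside a set that responds in both genotypes.

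**Figure D2:**
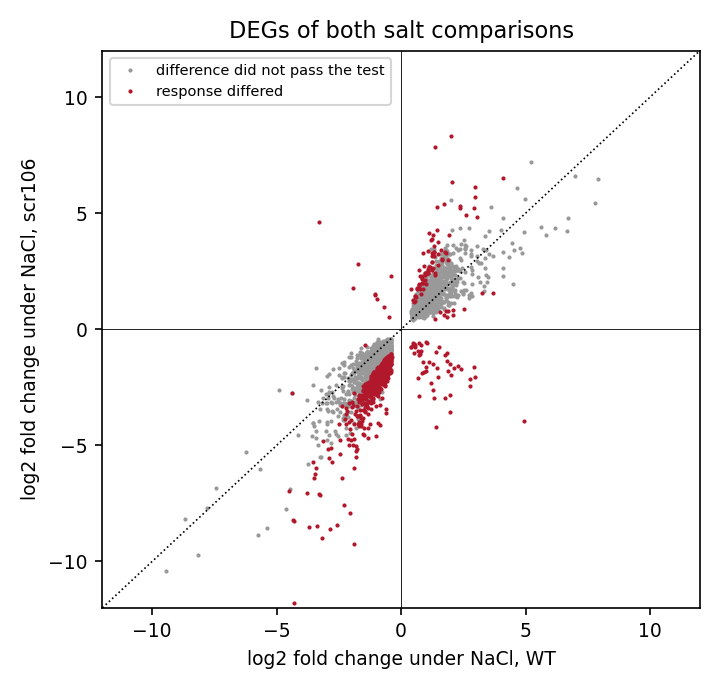
Log2 fold change under NaCl in the wild type (x axis) and in *scr106* (y axis) for the 2914 genes called in both, from the authors' deposited tables, with genes whose response differed by the z-test in red and the line of equal response dotted. Most red points lie farther from 0 on the y axis than on the x axis, and 60 genes lie in the quadrants of opposite direction.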

In a volcano plot, we compared the DEGs of the *scr106* mutant and wild type only after salt treatment. Our analysis showed that unlike control conditions, the top DEGs (based on the highest log-fold expression change) are either up- or down-regulated. Among the top up-regulated genes, *Os06g0215900* is Similar to oxo-phytodienoic acid reductase, *Os01g0647200* is Iron deficiency-inducible peptide, and*Os12g0512800* is cytochrome P450 71E1 (EC 1.14.13.68) (4-hydroxyphenylacetaldehyde oxime monooxygenase). The top down-regulated genes are *Os04g0474800*, Similar to OSIGBa0135C13.7 protein; and *Os01g0167800*, Conserved hypothetical protein (Fig. 8C). The GOEA showed that the global DEGs between the wild type and the *scr106* mutant under salt treatment were enriched in the biological processes of chlorophyll biosynthetic process, citrate transport, photosynthesis, tetrapyrrole biosynthetic process, and carotenoid biosynthetic process (Fig. 8D).

**Fig. 8.**
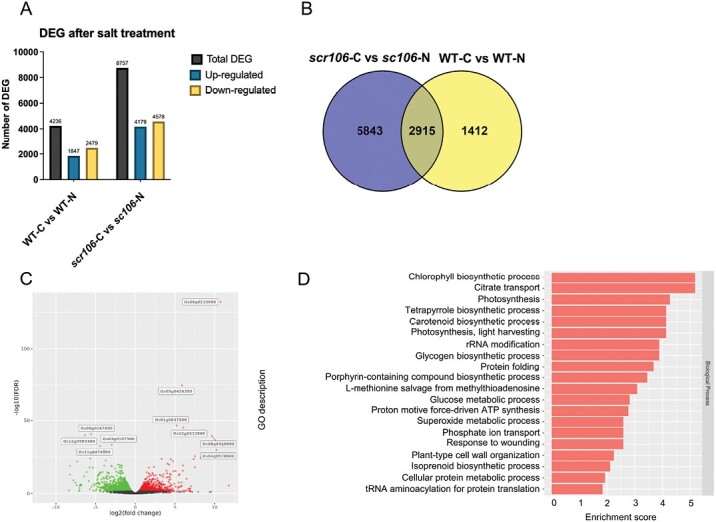
Genome-wide transcriptional effects of the *scr106* mutant under salt stress. (A) Number of differentially expressed genes (DEGs, up- and down-regulated) in *scr106* and the wild type (WT) under salt stress conditions. (B) An overlap between the WT and *scr106*. A large number of the DEGs in the WT show overlap with *scr106.* The majority of the DEGs are uniquely regulated by *OsSCR106* under salt stress conditions. (C) Volcano plot of the DEGs comparing *scr106* and the WT under salt stress. Red dots represent up-regulated genes while green dots denote down-regulated genes. Black dots represent the genes that are not significantly differentially expressed. The gene IDs for the top 10 highly DEGs are shown. (D) GO enrichment analysis of the DEGs regulated by *scr106* under salt stress conditions.

To further examine the role of OsSCR106 during pre-mRNA splicing regulation under salt stress, we performed a splicing analysis and identified DAS events for the wild type and *scr106* mutant. 

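Salt moved few event types in a common direction in either genotype. In the wild type, introns were retained more under salt in 303 of 560 genes (54.1%, 95% exact interval 49.9% to 58.3%; exact binomial test, adjusted p = 0.14). In *scr106* they were retained more in 249 of 481 genes (51.8%, 95% exact interval 47.2% to 56.3%; exact binomial test, adjusted p = 0.81). The malate dehydrogenase-like gene *Os07g0630800* lost retention under salt in the wild type, with an intron of 420 nt at 1.00 and 1.00 without salt and 0.61 and 0.65 with it. The upstream 3'-splice site was favoured under salt in 240 of 437 genes of the wild type (exact binomial test, adjusted p = 0.13) and in 263 of 486 genes of *scr106* (adjusted p = 0.16). The share of genes with more retention was higher in *scr106* against the wild type without salt than in the wild type under salt, with odds of 2.49 (Fisher's exact test, p = 4.7e-17). That test takes the genes as independent, but both comparisons use the same wild-type control libraries, and 774 genes had a DAS event in both. Its p value rests on numbers of genes and does not measure the spread between libraries. With at least 20 junction reads in every listed library, 135 RI, 122 SE and 109 A3SS events were left in the wild type, and 243 SE, 129 A3SS and 113 RI events in *scr106*.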

All types of AS events were detected, with RIs representing the majority of AS events for the wild type and A3SSs representing the majority of AS events for *scr106* (Fig. 9A; Supplementary Datasets S5, S6). For the wild type, the number of AS events for A3SS was 530; A5SS, 283; MXE, 173; RI, 628; and SE, 340. 

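The transformer-2-like gene *Os03g0265600*, which encodes a protein of the family of SR-like splicing factors, skipped an exon of 41 nt more often under salt. Its inclusion levels were 0.53 and 0.68 in the listed control libraries and 0.18 and 0.35 in the salt libraries of the wild type, at 40 to 188 junction reads. A DUF221 domain gene, *Os12g0582800*, skipped an exon of 378 nt that was always included without salt, at 0.68 and 0.66 under salt. For A5SS, the peptidase M24 gene *Os07g0434700*, of the methionine aminopeptidase family, lost a 282-nt extension in part, from 1.00 and 1.00 to 0.70 and 0.78. *OsBgal8* (*Os03g0255100*) gained use of an upstream 3'-splice site, from 0 and 0.040 to 0.20 and 0.23, at as few as 3 junction reads per library. SE events had higher inclusion under salt in 108 of 222 genes, A5SS events in 118 of 248 and MXE events in 50 of 99 (exact binomial tests, adjusted p = 0.92, 0.81 and 1).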

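In *scr106* under salt, the ACC oxidase-like gene *Os02g0771600*, an enzyme of ethylene synthesis, had a 1506-nt extension at its 5'-splice site. It was included at 0.30 and 0.36 without salt and at 0.75, 0.74 and 0.84 with it, at 400 to 1599 junction reads per library. The decaprenyl transferase-like gene *Os03g0197000* went the other way, with a 215-nt extension at 0.87 and 0.80 without salt and 0.38, 0.31 and 0.11 with it. An intron of 122 nt in the phosphatidic acid phosphatase domain gene *Os09g0308900* was retained at 0.74 and 0.75 without salt and at 0.44, 0.29 and 0.28 with it. In *Os09g0109800*, a gene described as a Na+/H+ antiporter of the chloroplast with a role in salt resistance, the inclusion of a mutually exclusive exon of 152 nt fell from 0.87 and 0.79 to 0.71, 0.49 and 0.60. The Myb13-like gene *Os09g0532900* used an upstream 3'-splice site at 0.84 and 0.49 without salt and in every read with it. A5SS events had higher inclusion under salt in 136 of 279 genes and MXE events in 40 of 81 (exact binomial tests, adjusted p = 0.92 and 1).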

For *scr106*, the number of AS events for A3SS was 594; A5SS, 324; MXE, 127; RI, 535; and SE, 567. Strikingly, we detected more SE events for *scr106* in comparison with the wild type (Fig. 9A). 

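SE events made up 26.4% of the events under salt in *scr106* and 17.4% in the wild type, with odds of 1.70 (Fisher's exact test, two-sided, p = 3.7e-12). Counted as genes, the odds were 1.73, with 359 genes in *scr106* and 222 in the wild type (Fisher's exact test, p = 8.0e-09). These tests take events or genes as independent and do not measure the spread between libraries. The listed salt libraries number 2 in the wild type and 3 in *scr106*, which can change what is called. In *scr106* the exon was included more under salt in 208 of the 359 genes (57.9%, 95% exact interval 52.6% to 63.1%; exact binomial test, adjusted p = 0.012). The share of genes with higher exon inclusion differed from that of the wild type with odds of 1.45 (Fisher's exact test, p = 0.032). The exon of *OsERD1* on chromosome 3 from 14155540 to 14155702, included at 0.84 and 0.74 in *scr106* without salt, was included at 1.00, 0.83 and 1.00 with it. The CAAX protease-like gene *Os09g0413200* skipped an exon of 286 nt more often under salt, at 0.92 and 0.78 against 0.48, 0.29 and 0.67. Without *scr106* control library 1 of those listed, the share of genes with higher inclusion was 53.8% (exact binomial test, unadjusted p = 0.17).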

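The salt-responsive DAS genes of the genotypes overlapped in 356 genes, with 980 genes in the wild type alone and 1043 in *scr106* alone. The same event, by its coordinates, was called in both genotypes 104 times, and it changed in the same direction in 65 of these cases and in opposite directions in 39 (exact binomial test, two-sided, p = 0.014). With at least 10 junction reads in every listed library, 35 events were shared and 24 of them had the same direction (exact binomial test, p = 0.041). The conserved gene *Os09g0436500* had an RI event in each genotype, but in different introns. That called in the wild type spans 249 nt and was retained less under salt, and that called in *scr106* spans 80 nt and was retained more. Shared events were thinly covered, with a median of 7 junction reads in the listed library with the fewest.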

We compared the DAS genes for the wild type with *scr106* and found that a majority of these DAS genes are unique and only a small number of these genes overlap (Fig. 9B). The GOEA of the global DAS genes between the wild type and the *scr106* mutant under salt treatment showed enrichment for carotenoid biosynthetic process, response to metal ion, protein methylation, phagocytosis, and nucleotide phosphorylation (Fig. 9C). Overall, these results indicate that *SCR106* regulates global gene expression and genome-wide pre-mRNA splicing under salt stress conditions in rice.

**Fig. 9.**
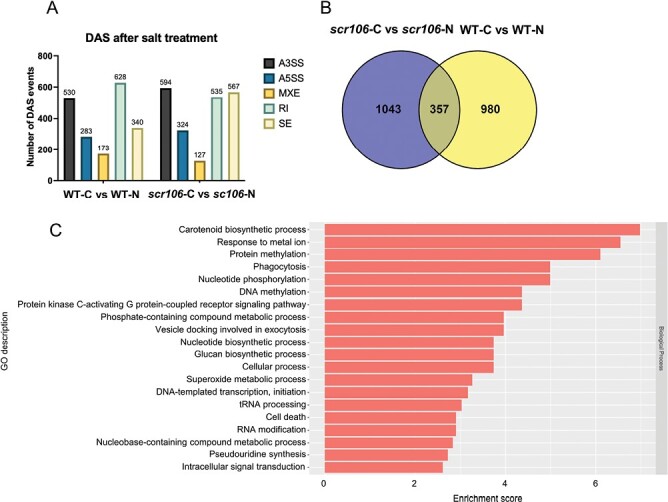
*OsSCR106* alters the pre-mRNA splicing under salt stress. (A) Bar plot showing the number of each type of differential alternative splicing (DAS) event induced by salt treatment in the *scr106* mutant and the wild type (WT). (B) Venn diagram showing the overlap of differential alternative splicing (DAS) genes between *scr106* and WT plants under salt stress conditions. (C) GO enrichment analysis of the DAS genes regulated by *scr106* under salt stress.

To corroborate our findings from RNA-seq analysis, we investigated the expression profiles of some randomly selected DEGs under control or salt treatment. We germinated the rice seedlings of the wild type and *scr106* mutant for 1 week at 125 mM NaCl and control conditions. The expression levels were tested for the rice genes *OsRLCK318* (*Os11g0213000*), *OsHSP24.1* (*Os02g0758000*), *OsS40-1* (*Os05g0531100*), *OsNF-YA6* (*Os07g0608200*), *OsCYP71E5* (*Os12g0512800*), *OsSIET1* (*Os03g0107300*), and *OsIMA2* (*Os07g0142100*) (Fig. 10A). The expression of *OsCYP71E5* was only induced after salt treatment in the *scr106* mutant. The expression levels of all other genes are changed under salt as well as control conditions in *scr106* compared with the wild type (Fig. 10A). The transcript levels of all genes were significantly up-regulated, except *OsSIET1* for which the expression level was significantly reduced in the *scr106* mutant compared with the wild type under salt and control conditions (Fig. 10A). These results validate our RNA-seq data showing that SCR106 is involved in the transcriptional regulation of a vast set of genes. This is further verified by analysis of the splicing patterns as a set of randomly selected genes whose splicing is inhibited in the *scr106* mutant (Fig. 10B). 

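In the RNA-seq data, *OsRLCK318*, *OsHSP24.1*, *OsS40-1* and *OsNF-YA6* were DEGs between the genotypes without salt, and all of them were up-regulated in *scr106*. *OsRLCK318* and *OsHSP24.1* reached a mean FPKM of 8.90 and 32.8 in the mutant, against 1.16 and 8.93 in the wild type, in the authors' deposited table. *OsS40-1* (*Os05g0531100*), a gene linked to leaf senescence, stood at 30.8 against 8.53, and *OsNF-YA6* at 21.7 against 7.82, in the authors' deposited table. *OsCYP71E5* (*Os12g0512800*), a cytochrome P450 gene, was called under salt in *scr106* only, where its mean FPKM went from 0.137 to 13.8 in the authors' deposited table. *OsSIET1* (*Os03g0107300*), a silicon efflux transporter gene, fell under salt in *scr106* from a mean FPKM of 110 to 10.1 in the authors' deposited table. *OsIMA2* was also called under salt in *scr106*, with a log2 fold change of 9.21 in the authors' deposited table. *OsRLCK318* rose under salt in both genotypes, by 2.51 in the wild type and 0.88 in *scr106*, while *OsS40-1* had a log2 fold change of -1.88 under salt in *scr106*, in the authors' deposited tables. The genes of this panel were picked, at random by the paper's account, from the DEGs of these data, so their direction is not independent evidence.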

We found an enrichment of introns in *scr106* compared with wild-type seedlings under salt and control conditions. Interestingly, for some genes such as *OsUCIP3* (*Os04g0185500*), *OsCCZ1* (*Os08g0427300*), and *OsICS1* (*Os09g0361500*), the transcript levels of RIs were even higher under control conditions in the *scr106* mutant. This indicates that *scr106* also regulates the pre-mRNA splicing during the development of rice seedling irrespective of any environmental stress (Fig. 10B). Overall, these results validate our RNA-seq data and confirm that SCR106 is an important splicing factor that regulates the splicing of a vast set of genes.

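In the RNA-seq data, each of the 9 genes of this panel has an RI event between the genotypes without salt whose intron has exactly the length by which the bands of Fig. 10B differ. Each of these 9 introns was retained more in both listed *scr106* libraries than in both listed wild-type libraries. The largest difference was that of *OsCCZ1* (*Os08g0427300*), in an intron of 63 nt on chromosome 8 from 20555921 to 20555983. Its inclusion levels were 0.28 and 0.30 in the wild type and 0.87 and 0.80 in *scr106*, at 158 or more junction reads per library. In *OsICS1* (*Os09g0361500*), which has an isochorismate synthase domain and belongs to salicylic acid synthesis, an intron of 141 nt on chromosome 9 from 11813524 to 11813664 went from 0.11 and 0.089 to 0.60 and 0.53. *OsUCIP3* (*Os04g0185500*), a RING-finger gene, retained its 135-nt intron at 0.018 and 0.011 in the wild type and at 0.17 and 0.12 in *scr106*. For *OsPEX14* (*Os05g0101200*), a peroxisome membrane anchor gene, the intron of 129 nt stood at 0.045 and 0.033 against 0.24 and 0.27, and for *OsBgal8* that of 149 nt at 0.043 and 0.033 against 0.26 and 0.23. *OsTRBF2* (*Os12g0613300*) retained its 100-nt intron in most reads of both genotypes, at 0.72 and 0.67 in the wild type and 0.91 and 0.91 in *scr106*. The introns of *OsSUL4;1* (*Os09g0240500*), *OsTrx22* (*Os06g0665900*) and *OsERD1*, of 152, 86 and 108 nt, were at 0.043 or below in the wild type and at 0.11 or above in *scr106*. A second RI event of *OsSUL4;1*, of 174 nt with the same start, went the other way, from 0.95 and 1.00 in the wild type to 0.92 and 0.77 in *scr106*. The paper describes these genes as picked at random among its DAS genes of control or salt seedlings. As those DAS genes were called in these same samples, the direction is not independent evidence. None of the 9 introns was called in a salt comparison, and *scr106* under salt was not compared with the wild type under salt here.

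**Figure D3:**
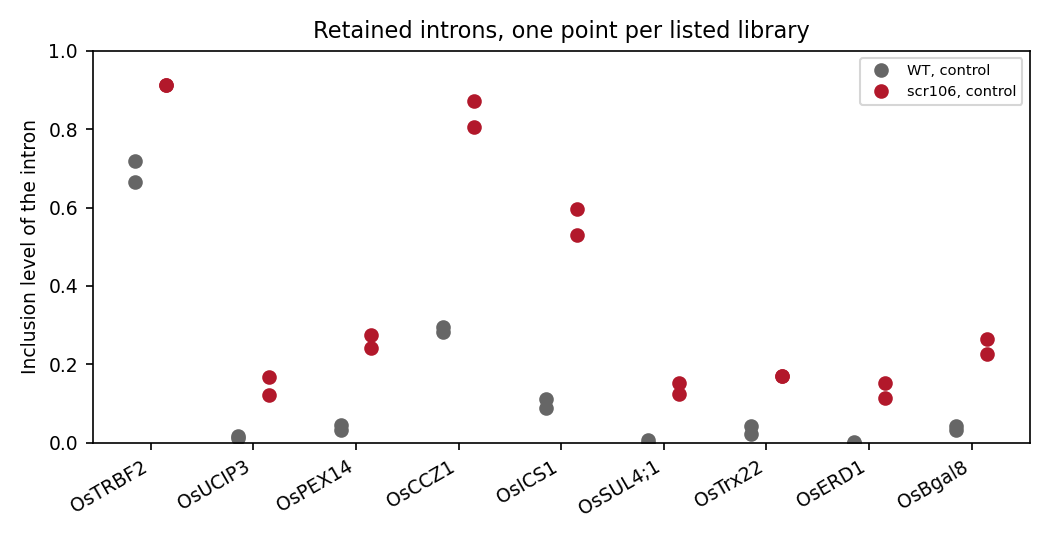
Inclusion level (0 to 1) of the intron whose length equals the band difference in Fig. 10B, for each listed library of the wild type (grey) and *scr106* (red) without salt, with 2 points per genotype and gene. In all 9 genes both red points lie above both grey points, with the widest gap for *OsCCZ1*.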

**Fig. 10.**
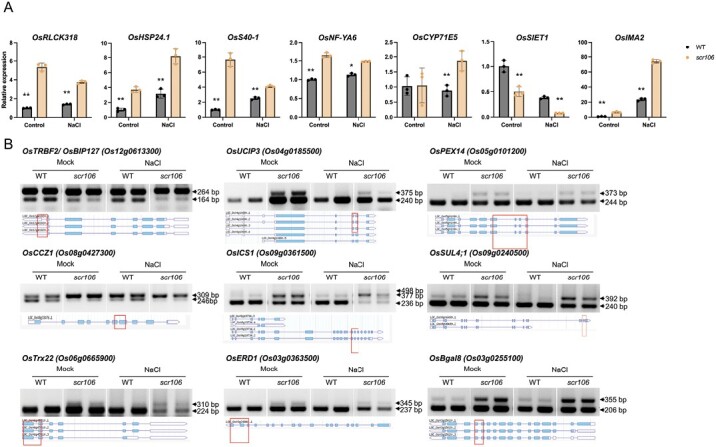
Evaluation of differential expression and differential intron retention (IR) in *scr106* and wild-type (WT) plants. Rice seedlings of the mutant *scr106* and WT were germinated under control and 125 mM NaCl for 1 week. Total RNA extracted from the whole seedling was used for mRNA expression and splicing pattern analysis. (A) Validation of expression of genes detected by RNA-seq. Genes were randomly selected from the lists of DEGs under control or salt treatment. The locus names are *OsRLCK318* (*Os11g0213000*), *OsHSP24.1* (*Os02g0758000*), *OsS40-1* (*Os05g0531100*), *OsNF-YA6* (*Os07g0608200*), *OsCYP71E5* (*Os12g0512800*), *OsSIET1* (*Os03g0107300*), and *OsIMA2* (*Os07g0142100*). Bars represent the mean ±SE of three replicates. *OsActin* was used as an internal control. (Student’s *t*-test; *P<0.05, **P<0.01). (B) Semi-quantitative RT–PCR analysis to validate the IR of randomly selected genes from the lists of DAS genes under control or salt treatment. Arrowheads indicate splicing variants that changed in the *scr106* mutant. The gene structures and retained introns are shown. Red boxes indicate the PCR fragments.

## Discussion

AS is an important gene regulatory process that generates multiple RNA isoforms from a single gene sequence. In plants, the SR proteins regulate the splice selection under certain developmental and stress conditions to generate specific RNA isoforms. Thus, AS regulated by SR proteins fine-tunes the physiology and metabolism to cope with abiotic stress conditions such as cold, heat, drought, high salinity, and heavy metals. SR proteins are characterized by their ability to interact simultaneously with RNA and other protein components via an RRM and through a domain rich in arginine and serine residues, the RS domain (Shepard and Hertel, 2009; Barta *et al*., 2010). In this study we identified *LOC_Os01g01150* in rice, which fulfills these criteria. We designated it as *OsSCR106* because it groups with the SC-subfamily of SR proteins and the protein has a size of 106 kDa. Based on the amino acid comparison using BLAST, OsSCR106 is a homolog of human SRSF11 and Arabidopsis IRR (At3g23900) (Supplementary Fig. S1). To our surprise, this *OsSCR106* was not considered before for RNA splicing studies in plants. It is important to note that we used BLAST to discover homologs of SRSF11 in Arabidopsis first, which revealed At3g23900, then by BLAST we compared At3g23900 with the rice proteome to get OsSCR106, which could have been missed if SRSF11 had been compared directly with the rice proteome. The SR proteins are prominent components of nuclear speckles, which occur throughout the nucleus, and presumably are the sites for pre-mRNA splicing. (Shepard and Hertel, 2009; Hackmann *et al.*, 2014). For OsSCR106, we observed a localization to nuclear speckles (Fig. 1E), suggesting a role for RNA splicing.

For further studies, we generated the k/o mutant *scr106*. In our analysis, the mutant seedlings showed reduced root and shoot lengths (Fig. 3). In contrast to animals, the loss-of-function mutants of SR proteins in plant are not embryonically lethal. The Arabidopsis *sr45-1* mutant showed many developmental abnormalities including delayed flowering, narrow leaves, disturbed numbers of petals and stamens, and reduced root growth (Ali *et al.*, 2007). Moreover, even the *sr* quadruple mutant (*sr34 sr34a sr34b sr30*), the*rs* quadruple mutant (*rs31 rs31a rs40 rs41*), the *rsz-rs2z* quintuple mutant (*rsz21 rsz22a rsz22 rs2z32 rs2z33*), and the *sc35-scl* quintuple mutant (*scl28 scl30 scl30a scl33 sc35*) were not lethal in Arabidopsis (Yan *et al.*, 2017). The loss of function of SC35 and SCL (SC35-like, SCL28, SCL30, SCL30a, and SCL33) results in pleiotropic changes in development, including serrate rosettes, late flowering, shorter roots, and anomalous phyllotaxis arrangement (Yan *et al.*, 2017). In addition, the overexpression of *AtRSZ33* caused changes in embryo and stomata development, cell expansion and shape, meristem formation, and decreased seed set (Kalyna *et al*., 2003). Collectively, these examples confirm the role that SR proteins play in plant development.

Environmental stress regulation in plants is a complex phenomenon and many of the stress-related genes are susceptible to AS (Reddy *et al.*, 2013; Filichkin *et al.*, 2015; Shang *et al*., 2017; Laloum *et al*., 2018; Rambout *et al*., 2018; Chaudhary *et al.*, 2019; Jabre *et al.*, 2019; Zhang *et al.*, 2019; Zheng *et al.*, 2019; Ganie and Reddy, 2021; Ling *et al*., 2021). The SR or SR-like proteins play a crucial role during the regulation of AS, and thus they orchestrate the plant stress responses (Carvalho *et al.*, 2016; Liu *et al.*, 2016; Yan *et al.*, 2017; de Francisco Amorim *et al.*, 2018; Gu *et al.*, 2018; Albaqami *et al*., 2019; Lu *et al.*, 2020; Muthusamy *et al.*, 2020; Park *et al.*, 2020; Butt *et al.*, 2021, 2022; Laloum *et al.*, 2023). Strikingly, the *scr106* mutant showed hypersensitive phenotypes to salt, ABA, mannitol (Fig. 3), and low-temperature treatments (Fig. 4). This is in line with the previous studies, where *sr45-1*, a loss-of-function, mutant, showed a defective response to glucose and ABA, and was hypersensitive in response to salt stress (Carvalho *et al*., 2010; Albaqami *et al*., 2019). Butt *et al.* (2022) showed that the *rs33* loss-of-function rice mutant was hypersensitive to salt and low-temperature stresses, and that *RS33* regulates pre-mRNA splicing in response to abiotic stresses. Similarly, the *sr34b* mutant displayed a shorter root phenotype in response to cadmium treatment, with higher accumulation of cadmium in the root of *sr34b* in comparison with the wild type (Zhang *et al.*, 2014). Moreover, the loss-of-function mutant *scl30a-1* was hypersensitive under ABA and salt stress during seed germination, whereas *SCL30a* overexpression reduced the sensitivity to ABA and enhanced salt stress tolerance (Laloum *et al.*, 2023). We analyzed the expression of OsSCR106 under different stress conditions and found that only cold treatment significantly affects the expression of OsSCR106 (Supplementary Fig. S4). The SR proteins show different levels of expression and splicing patterns under abiotic stress conditions (Palusa *et al*., 2007; Cruz *et al.*, 2014). Most members of the plant-specific SR genes are affected by stress conditions while the expression of some of the SR genes is not affected. Thus the hypersensitivity response of the *scr106* mutant against salt and ABA stress might be due to the activation/repression of the stress-related genes which are regulated by *OsSCR106*. For the detailed analysis, we retrieved the list of stress-related genes from the RAP database and compared them with DEG and DAS genes. To our surprise, there are a large set of stress-related genes which are affected by *OsSCR106* (Supplementary Tables S2, S3). Under control conditions, 94 stress-related genes were up-regulated and 63 were down-regulated, while under salt stress 177 stress-related genes were up-regulated and 296 were down-regulated (Supplementary Table S2; Supplementary Datasets S7, S8). Similarly, splicing patterns were also changed for stress-related genes; 252 and 256 genes were differentially spliced under control and salt stress conditions, respectively (Supplementary Table S3, Supplementary Datasets S9, S10). These data reinforce the crucial role of *OsSCR106* in plant stress regulation.

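The stress-related genes that are higher without salt include the small heat shock protein gene *Os06g0253100* and the aquaporin gene *Os07g0448100*, with log2 fold changes of 1.65 and 0.95 in the authors' deposited table. Those that are lower include the LEA gene *Os11g0454300*, described by salt tolerance, at -3.86, the ERF factor gene *Os03g0182800* at -1.15 and the potassium channel gene *Os01g0648000* at -0.69 in the authors' deposited table. All 94 and all 63 genes of the control list are in the authors' deposited table for the genotypes, in the stated direction. This list was chosen by the study from these samples, so that its direction is not independent evidence. Of the 94 genes higher in *scr106*, 37 rose and 9 fell under salt in the wild type, and 25 rose and 26 fell in *scr106*, by the calls of the authors' deposited tables. Of the 63 lower genes, 6 rose and 19 fell in the wild type, and 23 rose and 15 fell in *scr106*. The ABA-related dehydrin gene *Os11g0454000* is an example, with a log2 fold change of 3.35 under salt in *scr106* in the authors' deposited table. The comparisons share control libraries, so that a low level in a control group enters both.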

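For the stress-related genes without salt, introns were retained more in *scr106* in 68 of 91 genes and exons were included more in 7 of 46. The upstream 3'-splice site was favoured in 44 of 80 genes, A5SS extensions in 19 of 30 and the exon counted as included in 3 of 5 MXE genes. The number of 252 is the sum over the event types, and 201 different genes are behind it, 13 of which are also among the 157 stress-related DEGs. The drought-related WRKY factor gene *Os08g0499300* and the phosphoglycerate mutase gene *Os12g0536000*, described by chlorophyll synthesis, are in both lists, with log2 fold changes of -0.99 and -0.94 in the authors' deposited table. The salt comparisons called the same type of event in few of these genes, among them RI events in 19 of the 91 genes in the wild type and in 24 in *scr106*. As the study drew the list from these samples, it is not an independent test of the direction.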

In plants, RI is the dominant AS event (Kumar *et al.*, 2022). 

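By the distance between the 2 sites, the share of genes in which *scr106* favoured the upstream 3'-splice site was highest at 31 to 100 nt and lowest above 300 nt. With 31 to 100 nt between them, the upstream site was favoured in the mutant in 275 of 394 genes (69.8%, 95% exact interval 65.0% to 74.3%; exact binomial test, adjusted p = 7.5e-14). With more than 300 nt, it was favoured in 25 of 80 genes (31.3%, 95% exact interval 21.3% to 42.6%; exact binomial test, adjusted p = 0.011). It was favoured in 93 of 199 genes with 1 to 12 nt between the sites (46.7%), in 146 of 270 with 13 to 30 nt (54.1%) and in 131 of 235 with 101 to 300 nt (55.7%; exact binomial tests, adjusted p = 0.52, 0.45 and 0.29). The 32-nt extension of *OsERD1*, on chromosome 3 from 14156101 to 14156132, was included at 0.074 and 0.055 in the wild type and at 0.24 and 0.29 in *scr106*, and the 74-nt extension of *OsICS1* at 0.032 and 0.0086 against 0.40 and 0.30. Each of these extensions lies at the end of an intron that was itself called as retained more in *scr106*, so reads of that intron can count toward it. The distance was a multiple of 3 in 31.3% of the 1178 genes, and this share did not differ detectably by direction (Fisher's exact test, odds 1.12, p = 0.38). Genes without a called RI event also favoured the upstream site, in 501 of 885 (56.6%; exact binomial test, p = 9.4e-05). That share was taken over all distances and not within the class of 31 to 100 nt. It thus does not tell whether reads of retained introns make the pattern by distance. The bounds of the distance classes were chosen after the distances had been seen, and the p values of the classes were adjusted over all classes, comparisons and read minimums. They take genes as independent and do not measure the spread between libraries.

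**Figure D4:**
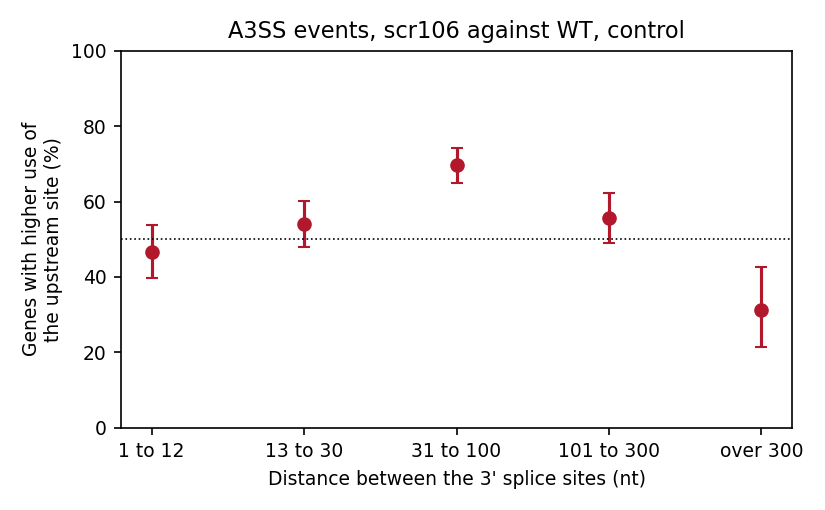
Share of genes (%) in which *scr106* used the upstream 3'-splice site more than the wild type without salt, by the distance between the alternative sites (nt), with 95% exact binomial intervals; the dotted line marks equal numbers in both directions. The class of 31 to 100 nt stands at 69.8% and that of more than 300 nt at 31.3%.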

Surprisingly, in our analysis of the *scr106* mutant, A3SS is a dominant event, under both control and salt stress conditions, which indicates that OsSCR106 is mainly involved in regulating 3'-splice site selection. In a typical splicing reaction, spliceosome assembly begins with the base pairing of the U1 snRNP with the 5ʹ-splice site of the intron in the pre-mRNA strand. This binding is supported by the proteins of U1 snRNP and proteins of the SR family (Wahl *et al*., 2009). This initial assembly also involves the interaction of U2 auxiliary factor (U2AF) with the branch point (BP) and the polypyrimidine tract just downstream of the BP. In eukaryotes, splicing factor 1 (SF1) interacts with the 65 kDa subunit of U2AF (U2AF65) through its C-terminal RRM. The smaller subunit of U2AF35 binds the AG dinucleotide of the 3ʹ-splice site and plays crucial roles in the recognition of the 3ʹ-splice site of an intron (Wu *et al.*, 1999; Wahl *et al*., 2009). In Arabidopsis, a mutation in *AtSF1* induced pleiotropic developmental defects, including early flowering, and showed oversensitivity to ABA treatment (Jang *et al.*, 2014). The high number of mis-spliced events for the 3ʹ-splice site in the *scr106* mutant indicates that OsSCR106 possibly interacts with U2AF35 and regulates the 3ʹ-splice site selection in rice.

Altogether, we identified and revealed the function of *OsSCR106* as a novel splicing factor. *OsSCR106* localizes to the nuclear speckles and regulates the pre-mRNA splicing. *OsSCR106* plays a pivotal role in abiotic stress tolerance in rice. The accurate control over the splicing machinery and its components helps to develop crops adaptable to changing climatic conditions.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Protein alignments of OsSCR106 with Arabidopsis and human homologs.

Fig. S2. Phylogenetic analysis of OsSCR106 with rice SR proteins.

Fig. S3. Protein alignments of OsSCR106 with rice SC-subfamily proteins.

Fig. S4. Gene expression of OsSCR106 under different stress conditions.

Table S1. List of sequences used in this study.

Table S2. Number of stress-related DEG per comparison.

Table S3. Number and type of stress-related AS events per comparison.

Dataset S1. List of DEG SR-C_vs_WT-C.

Dataset S2. List of DAS SR-C_vs_WT-C.

Dataset S3. List of DEG WT-N_vs_WT-C.

Dataset S4. List of DEG SR-N_vs_SR-C.

Dataset S5. List of DAS WT-N_vs_WT-C.

Dataset S6. List of DAS SR-N_vs_SR-C.

Dataset S7. List of stress-related DEGs under control.

Dataset S8. List of stress-related DEGs under salt.

Dataset S9. List of stress-related DAS events under control.

Dataset S10. List of stress-related DAS events under salt.

erad433_suppl_Supplementary_Tables_S1-S3_Figures_S1-S4

erad433_suppl_Supplementary_Datasets_S1

erad433_suppl_Supplementary_Datasets_S2

erad433_suppl_Supplementary_Datasets_S3

erad433_suppl_Supplementary_Datasets_S4

erad433_suppl_Supplementary_Datasets_S5

erad433_suppl_Supplementary_Datasets_S6

erad433_suppl_Supplementary_Datasets_S7

erad433_suppl_Supplementary_Datasets_S8

erad433_suppl_Supplementary_Datasets_S9

erad433_suppl_Supplementary_Datasets_S10

## Data Availability

All data supporting the findings of this study are available within the paper and its supplementary data published online. RNA-seq data that support the findings of this study have been deposited in the NCBI Bioproject database. The RAW data and processed data files were deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) under record GSE232160.

# Supplementary material for: SCR106 splicing factor modulates abiotic stress responses by maintaining RNA splicing in rice
**Source:** J Exp Bot. 2023 Oct 31;75(3):802–18. doi: 10.1093/jxb/erad433
**Supplement:** erad433_suppl_Supplementary_Tables_S1-S3_Figures_S1-S4

SCR106 splicing factor modulates abiotic stress responses by maintaining the RNA splicing in rice

Abdulrahman Alhabsi¹, Haroon Butt¹, Gwendolyn K. Kirschner², Ikram Blilou², and Magdy M. Mahfouz^{1,*}

Highlight

OsSCR106, a splicing factor that is related to the SC-subfamily of SR proteins, plays an essential role in abiotic stress tolerance by controlling alternative gene splicing in rice.

Abstract

Plants employ sophisticated molecular machinery to fine-tune their responses to growth, developmental, and stress cues. Gene expression influences the plant's cellular responses through regulatory processes like transcription and splicing. Pre-mRNA is alternatively spliced to increase the genome coding potential and further regulate the expression. Serine/Arginine-rich (SR) proteins, a family of pre-mRNA splicing factors, recognize splicing *cis*-elements and regulate both constitutive and alternative splicing. Several studies reported SR protein genes in the rice genome, subdivided into six subfamilies based on their domain structures. Here, we identified a new splicing factor in rice with RNA recognition motif (RRM) and SR-dipeptides and is related to the SR proteins, subfamily SC. OsSCR106 regulates pre-mRNA splicing under abiotic stress conditions. OsSCR106 localizes to the nuclear speckles, a major site for pre-mRNA splicing in the cell. Loss-of-function *scr106* mutant is hypersensitive to salt, ABA, and low-temperature stress and harbors developmental abnormality indicated by the shorter length of shoot and root. The hypersensitivity to stress phenotypes was rescued by complementation using OsSCR106 fused behind its endogenous promoter. Global gene expression and genome-wide splicing analysis in wild-type and *scr106* seedlings revealed that OsSCR106 regulates its targets, presumably through regulating the alternative 3' splice site. Under salt stress conditions, we identified multiple splice isoforms regulated by OsSCR106. Collectively, our results suggest OsSCR106 is an important splicing factor that plays a crucial role in accurate pre-mRNA splicing and regulates abiotic stress responses in plants.

Keywords: Pre-mRNA Splicing, Alternative Splicing, SR Proteins, Genome Engineering, abiotic stress

Introduction

Plants adapt to stresses with different molecular mechanisms that mainly regulate gene expression under stressful conditions (Reddy *et al.*, 2013). Pre-mRNA splicing is one of the processes that regulate gene expression under abiotic stress conditions and enhances the plasticity of the genome. RNA splicing eliminates non-coding regions (introns) in constitutive splicing, producing a single transcript (Will and Luhrmann, 2011). However, alternative splicing (AS), common in plants, produces multiple isoforms from a single gene, increasing transcriptome and potential proteome complexity. AS generates transcripts with retained intron (RI), skipped exon (ES), alternative 5' splice site (A5SS), alternative 3' splice site (A3SS), or mutually exclusive exons (MXE) (Ganie and Reddy, 2021; Laloum, Martin and Duque, 2018; Reddy *et al.*, 2013)

RNA splicing is carried out by the spliceosome, a large ribonucleoprotein complex. The U2-type spliceosome is the primary complex with five uridine-rich small nuclear ribonucleoprotein particles (snRNPs), U1, U2, U5, U4/U6, and many non-SnRNPs (Gehring and Roignant, 2021; Marasco and Kornblihtt, 2022; Shi, 2017; Will and Luhrmann, 2011). For RNA splicing, spliceosomal components assemble to bind respective pre-mRNA and remove introns marked by 5' and 3' splice sites, branch site, and polypyrimidine tract (Keren, Lev-Maor and Ast, 2010). In plants, chemical or genetic interference of spliceosome activity can inhibit the splicing leading to cell death (AlShareef *et al.*, 2017; Butt *et al.*, 2021; Butt *et al.*, 2019a; Ling *et al.*, 2017). Many factors facilitate the spliceosome assembly at the pre-mRNA, including Serine/Arginine-rich (SR) proteins, which recognize and bind splicing regulatory sites in pre-mRNA, regulating the splicing (Di Zhang, 2020; Gehring and Roignant, 2021; Marasco and Kornblihtt, 2022; Morton *et al.*, 2019; Shi, 2017).

The SR protein family is a conserved RNA-binding protein family among metazoans, plants, fungi, and protozoa (Plass *et al.*, 2008; Richardson *et al.*, 2011). Plant SR proteins were discovered by investigating sequence homology to mammalian SR proteins or interactions with U1 snRNP (70K, (U1-70K) (Birney, Kumar and Krainer, 1993; Golovkin and Reddy, 1998; Lazar *et al.*, 1995). There are two SR proteins in

fission yeast (Barbosa-Morais, Carmo-Fonseca and Aparicio, 2006), 12 in humans (Manley and Krainer, 2010), 18 in Arabidopsis, and 22 in rice (Richardson *et al.*, 2011). They have also been identified in algae, maize, wheat, soybean, sorghum, grape, and other plants (Chen *et al.*, 2019; Di Zhang, 2020; Rauch *et al.*, 2014). An SR protein contains either a single or double N-terminal RNA recognition motif (RRM) and a C-terminal Arginine/Serine-rich (RS) domain for protein-protein interactions (Barta, Kalyna and Reddy, 2010; Di Zhang, 2020). The phosphorylation state of residues in RS domains can influence protein interaction, subcellular localization, and splicing activity of SR proteins (Stamm, 2008; Xiang *et al.*, 2013; Zhou and Fu, 2013). SR proteins are classified into six subfamilies, among which SR, SC, and RSZ are conserved between humans and plants, whereas RS, SCL, and RS2Z are plant-specific (Barta, Kalyna and Reddy, 2010; Morton *et al.*, 2019; Reddy and Shad Ali, 2011). Interestingly, the wide spread of SR proteins in higher eukaryotes corresponds with elevated AS complexity, suggesting their essential role in regulating complex splicing events (Busch and Hertel, 2012). Moreover, SR proteins are employed in many post-transcriptional processes, including mRNA movement, stability, and translation (Jeong, 2017). SR proteins are highly dynamic and mainly localized to nuclear speckles (Caceres *et al.*, 1997), in which splicing factors are stored before recruitment to splicing events in the nucleoplasm (Galganski, Urbanek and Krzyzosiak, 2017; Misteli, Caceres and Spector, 1997). Many SR proteins shuttle back and forth between the nucleus and cytoplasm (Caceres, Sreaton and Krainer, 1998).

Investigations on plant SR proteins have emerged slower than in animals, and most of the studies have linked plant AS to physiological and stress responses (Carvalho, Feijao and Duque, 2013; Laloum, Martin and Duque, 2018; Staiger and Brown, 2013). The expression pattern of SR genes changed in response to the development or stress conditions, indicating possible involvement in regulating these conditions (Duque, 2011; Filichkin *et al.*, 2015; Jiang *et al.*, 2017; Reddy and Shad Ali, 2011). The *Arabidopsis* loss-of-function mutant *sr45-1* has provided insights toward understanding the physiological role of plant SR proteins (Di Zhang, 2020). *sr45-1* exhibited developmental abnormalities (Ali *et al.*, 2007a) and was sensitive to sugar, ABA, and salt treatment

(Albaqami, Laluk and Reddy, 2019; Carvalho, Carvalho and Duque, 2010; Carvalho *et al.*, 2016). The *SR45* produced two isoforms; the *SR45.1* isoform was involved in flower development, whereas *SR45.2* was involved in root growth (Albaqami, Laluk and Reddy, 2019; Zhang and Mount, 2009). The loss-of-function mutants of other members of the SR family, such as *rs40*, *rs41*, and *scl30a*, showed hypersensitivity to salt and abscisic acid (ABA) stresses in *Arabidopsis thaliana* (Chen *et al.*, 2013; Laloum *et al.*, 2021).

In rice, abiotic stresses such as ABA, NaCl, heat, and cold induce AS of SR transcripts (Zhang *et al.*, 2013). SR proteins maintain nutrient homeostasis, such as Phosphate remobilization by *SR40*, *SCL25*, and *SCL57* in rice shoots (Dong *et al.*, 2018). Recently, functional investigation analysis showed that *rs33* loss-of-function rice mutant was hypersensitive to salt and low-temperature stresses, and that *RS33* regulates pre-mRNA splicing in response to abiotic stresses (Butt *et al.*, 2019b; Butt, 2022). In contrast, no morphological changes were observed in rice after overexpressing several SR genes individually, including *SR32*, *SR33a*, *SR33*, *SCL26*, *RSZ23*, *RS2Z36*, and *RS2Z37*, although lines overexpressing *RS29* and *RS33* were lethal as they could not be recovered (Isshiki, Tsumoto and Shimamoto, 2006). Moreover, increased expression of *SCL30* compromised salt, drought, and low temperature tolerance in rice (Wu *et al.*, 2022). In addition, single and multiplex mutants of SR protein genes were created using the CRISPR/Cas system and may be utilized to understand the role of SR proteins in plant development and stress response (Butt *et al.*, 2019b). Overall, the above studies indicate that SR proteins regulate the pre-mRNA splicing under abiotic stress conditions; thus, accurate and efficient regulation of these splicing factors may increase the adaptation to abiotic stress. However, most of these proteins are not well characterized, and also the role of a single SR protein and the splicing events they regulate is not yet clear.

In the present study, we characterized a novel splicing factor termed *OsSCR106* in rice. The phylogenetic analysis showed that this protein is rich in SR dipeptides and contains an RRM domain at its N-terminal. Expression analysis showed that *OsSCR106* is expressed in seed endosperm, leaves, and vascular tissues. The *OsSCR106:EGFP*

fusion under *UBIQUITIN* promoter localized to the nuclear speckles. We investigated the function of *SCR106* via targeted mutagenesis using the CRISPR/Cas9 system. The *scr106* mutant, like other SR proteins, is hypersensitive to abiotic stress conditions like salt and low temperature. These hypersensitive phenotypes were rescued via the expression of *OsSCR106* cDNA. The RNA-seq analysis identified a subset of genes involved in salt stress responses, which are regulated by *OsSCR106*. Our results identified *OsSCR106* as a splicing factor and provide its critical role in regulating the AS and determining stress responses.

Materials and Methods

Plant materials

Oryza sativa L. ssp. *japonica* cv. Nipponbare was used for all experiments. All plants were grown in greenhouse at 28°C. Plants were supplemented with Hoagland solution biweekly.

Vector construction

For targeted mutagenesis, the expression of Cas9 was driven by *OsUbiquitin*, and the sgRNA was expressed under the *OsU3* promoter. The sgRNAs were designed to target the first exon of the *OsSCR106* (*LOC_Os01g011150*; *Os01g0101600*) in rice. The *pRGEB32* plasmid (Butt *et al.*, 2019b; Xie, Minkenberg and Yang, 2015) was digested with *Bsal*, sgRNAs were synthesized as oligonucleotides with *Bsal* overhangs, GGCA in the forward oligonucleotides and AAAC in reverse. The oligonucleotides were annealed and ligated in the *Bsal*-digested vector.

To generate the overexpression construct tagged with GFP, *pUBI::OsSCR106-EGFP*, we amplified the full-length coding sequence of *OsSCR106* and cloned it into the binary vector pENTR™/D-TOPO™ (Thermo Fisher Scientific) according to the manufacturer's instructions. The GFP sequence is amplified using primers EcoRI_GFP_F and

KpnI_GFP_R to clone inframe with *OsSCR106*. Using gateway cloning, an LR reaction was performed to transfer *OsSCR106*-EGFP into the destination vector pRGEB32.

To generate the promoter analysis construct, *pOsSCR106::EGFP-GUS*, we amplified ~2.5 kb upstream and 45 bp downstream of the start codon (ATG) of *OsSCR106*. The PCR products were then cloned into the binary vector pENTR™/D-TOPO™ according to the manufacturer's instructions. Then we performed an LR reaction to transfer *pOsSCR106* inframe with EGFP-GUS into the destination vector pKGWSF7 (Karimi, Inze and Depicker, 2002).

To generate the complementation construct, *pOsSCR106::OsSCR106-EGFP*, we amplified and cloned the *pOsSCR106* by restriction digestion into pRGEB32 by replacing the *OsUbiquitin* promoter sequence. *OsSCR106-EGFP* was amplified from the vector *pUBI::OsSCR106-EGFP* and cloned downstream *pOsSCR106* in the pRGEB32 destination vector.

Rice transformation

Agrobacterium-mediated rice transformation was performed as described previously (Butt *et al.*, 2019b; Hiei and Komari, 2008). The *Agrobacterium tumefaciens* strain EHA105 was used for all transformations. For pRGEB32 vectors 50 mg/L of Hygromycin was used for selection and regeneration. For pKGWSF7 vector, 150 mg/L of G418 was used for selection and 100 mg/L of G418 was used for regeneration.

Genotyping of the *OsSCR106* mutant plants

DNA was extracted from rice leaves frozen in liquid nitrogen during collection. PCR was performed using the gene-specific primers to amplify the gRNA targeted region. PCR product size was confirmed by gel electrophoresis and gel purified then cloned into pJET1.2 blunt vector using CloneJET PCR Cloning Kit (K1231). The clones were then Sanger sequenced to analyze the mutations.

Phenotypic analysis of mutants and complementation lines under abiotic stress conditions

We used homozygous k/o, Cas9 free, and T2 or T3 generations for all phenotypic analysis. Freshly harvested seeds of each genotype were used for stress tolerance assays. The sterilized seeds were transferred to ½-strength Murashige and Skoog (½ MS) solid medium supplemented with and without 100 mM NaCl, 125 mM NaCl, 2 µM ABA, 5 µM ABA, 100 mM mannitol, and 200 mM mannitol. The plates were sealed and incubated in a plant growth chamber maintained at 28/26°C, 16/8 h day/night photoperiod. The seedlings were allowed to grow vertically for seven days. The control conditions are without NaCl, ABA, and mannitol.

To test the low-temperature tolerance of these genotypes, petri plates were transferred to different growth chambers maintained at the indicated temperatures for a specified time. The seeds initially subjected to the low-temperature treatment of 16 and 4°C were transferred to 28/26°C after 14 days, for five days. The seeds were allowed to grow for 12 days at 28/26°C, 22/20°C, or 18/15°C. The control is normal growth conditions at 28/26°C.

Histochemical analysis of *OsSCR106* gene expression

Transgenic seedlings or plant organs carrying GUS reporter constructs were harvested, dipped in 3 ml of GUS staining buffer in a 6-well culture plate and incubated at 37°C. If necessary, vacuum was applied for 10 min at RT to facilitate buffer uptake. When staining was complete, the samples were rinsed with dH₂O and de-stained by shaking overnight at RT in 70% EtOH. The plant material was rehydrated by successive 15 min incubation in 40%, 20% and 10% (v/v) EtOH followed by an overnight incubation in 5% (v/v) EtOH/ 25% (v/v) glycerol.

Subcellular localization analysis

Roots of *pUBI::OsSCR106-EGFP* and *pOsSCR106::OsSCR106-EGFP* fixed in 4% para-formaldehyde in PBS for 2 hours, and then washed with dH₂O and incubated in

207 ClearSee solution (Kurihara *et al.*, 2015) for ~2 weeks and then imaged with the Zeiss
208 LSM710 inverted microscope.

209

210 **RNA isolation and sequencing**

211 Total RNA was extracted from seven-day-old rice seedlings grown in ½ MS media with
212 or without 125 mM NaCl using the Direct-zol RNA MiniPrep Plus kit (Zymo Research).
213 We followed the manufacturer's recommendations. RNA was quantified using a
214 Nanodrop, and RNA quality was examined using a 2100 Bioanalyzer (Agilent
215 Technologies). High-quality RNA samples with RNA integrity number (RIN) ≥7.0 were
216 selected for library construction. The RNA-seq libraries were constructed using the
217 TruSeq mRNA stranded kit following the standard protocol and sequenced on the Nova-
218 seq platform to generate high-quality paired-end reads.

219 **Analysis of RNA-seq data and gene functional classification**

220 RNA-seq data analysis was performed by Sequentia Biotech®. The dataset included
221 RNA-seq data from 12 samples belonging to two genotypes (*scr106* and WT), two
222 experimental conditions (salt stress - N, and control - C) and three biological replicates.
223 The quality of the reads was assessed with the software FASTQC, then a trimming step
224 was performed in order to remove adapters and low-quality bases from the reads. The
225 following parameters were used: minimum length was set to 35 bp and the quality score
226 to 25. The software TRIMMOMATIC was used for this scope. On average, 43.5 million
227 of filtered reads were obtained per sample. The high-quality reads were aligned against
228 the *Oryza sativa* cv. *Nipponbare* genome (IRGSP 1.0) with STAR aligner (version
229 2.7.10a). On average, 88.95 % of the reads could be mapped uniquely on the genome.
230 FeatureCounts (version 2.0.0) was used to calculate gene expression values as raw
231 fragment counts. In addition, a normalization was applied to the raw fragment counts by
232 using the Trimmed Mean of M -values (TMM) and the Fragments Per Kilobase Million
233 (FPKM) normalization. All the statistical analyses were performed with R with the
234 packages HTSFilter and edgeR.

The edgeR package determines differential expression using empirical Bayes estimation and exact tests based on a negative binomial model. The genes showing an FDR less or equal than 0.05 were considered to be statistically significant. For the significantly differentially expressed genes a Gene Ontology Enrichment Analysis (GOEA) was performed to identify the most enriched Gene Ontology (GO) categories across the down- and up-regulated genes.

In addition to the differential expression analysis of the genes, a differential splicing analysis was performed using the software RMATS (version 4.1.2). Only the differential events supported by an FDR ≤ 0.05 and an absolute IncLevelDifference > 0.1 were considered.

RT-PCR and RT-qPCR

For reverse-transcription PCR (RT-PCR), DNA digestion of total RNA samples was performed using an RNase-Free DNase Set (Invitrogen cat. No. 18068-015) following the manufacturer's protocol. The total RNA was reverse transcribed using a SuperScript First-Strand Synthesis System (Invitrogen) to generate cDNA. PCR conditions were: initial denaturation at 95°C for 2 minutes, then 40 cycles of 95°C for 30 seconds, 55°C for 30 seconds, and 72°C for 60 seconds, then final elongation at 72°C for 5 minutes.

The RT-qPCR was performed using the 50 ng RNA in 10 μ l final reaction volume. The iTaq^{TM} Universal SYBR® Green One-Step Kit (Bio-Rad, cat. no. 172-5150) was used with the following manufacturer's protocol conditions: reverse transcription 50 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min, melt-curve analysis 65-95 °C, 0.5 °C increment. The gene expression data were normalized using the $2^{-\Delta\Delta C^T}$ method with three biological replicates. The expression values were normalized with respect to the values of *OsActin* (LOC_Os03g50885). All expression analysis was performed on three biological replicates. Primers used for RT-PCR and RT-qPCR are listed in table S3.

Results

OsSCR106 is a homolog of Human SRSF11 and contains plant SR protein characteristics

In rice, only 22 SR proteins have been identified (Barta, Kalyna and Reddy, 2010; Morton *et al.*, 2019; Richardson *et al.*, 2011). To further identify proteins that contain RS dipeptides, we used the Basic Local Alignment Search Tool (BLAST) to compare the amino acid sequence of Human splicing factor SRSF11 against the Arabidopsis proteome and obtained an orthologue, At3g23900, with 32% identity. At3g23900 has been recently characterized as an immunoregulatory RNA-binding (IRR) protein with three domains, including a zinc finger, RRM, and an RS dipeptide (Dressano *et al.*, 2020). IRR was involved in the negative regulation of immune response in maize and Arabidopsis (Dressano *et al.*, 2020). To investigate orthologues in rice, we then used BLAST to compare the amino acid sequence of At3g23900 against the rice proteome and identified a putative, uncharacterized orthologue, LOC_Os01g01150, with almost 60% identity. We aligned the amino acid sequences of Human SRSF11, Arabidopsis At3g23900, and rice LOC_Os01g01150 to investigate conserved amino acid regions. The results suggest a conserved N-terminal region with RNA Recognition Motif (RRM) and a C-terminal region with many serine/arginine (SR) dipeptides (**Fig. S1**). We generated a phylogenetic tree to investigate the evolutionary relationship among the 22 rice SR genes, including LOC_Os01g01150. The results indicated that LOC_Os01g01150 is closely related to SC subfamily members (**Fig. S2**). Then we aligned the protein sequence of LOC_Os01g01150 with rice SC-subfamily proteins and found this new orthologue has an RRM and an RS domain like all SC subfamily members (**Fig. S3**). The RS domain in LOC_Os01g01150 contains at least 350 amino acids with almost 25% SR or RS dipeptides. In addition, the LOC_Os01g01150 protein has an N-terminus Filamin and Zinc-finger domains which might have some additional functions (**Fig. 1A**). Based on the similarity to domain structure of SR subfamily SC and with molecular weight of 106 kDa, we propose the name *OsSCR106* (SC-Related106) for the locus *LOC_Os01g01150*.

OsSCR106 is expressed in different rice tissues, and the protein localizes to nuclear speckles

To study the expression pattern of *OsSCR106* in different rice organs, we fused the β -glucuronidase (*GUS*) reporter under the 2.5 kb promoter sequence of *OsSCR106*, and stably transformed rice calli using agrobacteria (**Fig. 1B**). The histochemical analysis showed *GUS* activity in the seed endosperm, the leaf sheath, and leaves (**Fig. 1C**). In the root, *GUS* activity was detected in the vascular cylinders of both primary and lateral roots.

The major splicing activity is performed in the nuclear speckles of the cell (Shepard and Hertel, 2009). To analyze the localization of *OsSCR106* in planta, we fused the 2.934 kb CDS of *OsSCR106* to the EGFP and expressed it under the rice *UBIQUITIN* promoter (*pUBI*), stably in rice (**Fig. 1D**). *OsSCR106*:EGFP localized to nuclear speckles in rice roots (**Fig. 1E, Fig. 1F**). Broad expression of *OsSCR106* promoter and *OsSCR106* localization to nuclear speckles indicates a possible role during the pre-mRNA splicing regulation in rice.

Targeted mutagenesis of the rice *OsSCR106* locus

To further investigate the role of *OsSCR106* in rice, we targeted the *OsSCR106* locus in rice using the CRISPR/Cas9 system. The *OsSCR106* locus has three exons, and we designed two different sgRNAs to target the first exon (**Fig. 2A**). These sgRNAs were cloned under the *U3* promoter, and Cas9 expression was driven by the *OsUbiquitin* promoter. We delivered the plasmid in rice callus using the Agrobacterium-mediated transformation method. We recovered the transgenic lines and analyzed the targeted regions via Sanger sequencing. We identified several mutants in the T_0 lines and continued with homologous knockouts (k/o) that contained a premature stop codon (PTC) downstream of the target site (**Fig. 2B**). For k/o line *scr106-8*, the insertions of 1 bp (T) at target site 1 (TS1) changes the downstream protein sequence and causes a PTC after 143 amino acids. Similarly, the k/o *scr106-55* with a deletion of 1 bp (A or T) at target site 2 (TS2) changes the downstream protein sequence and causes PTC after 25 amino acids (**Fig. 2B**). We continued with k/o line *scr106-8* (*scr106*) for the future experiments.

The *scr106* mutant is hypersensitive to abiotic stress conditions

Plant SR proteins are critical modulators in abiotic stress responses, and most of the SR pre-mRNAs are alternatively spliced under abiotic stress conditions (Zhang *et al.*, 2013). The SR mutants were shown to be hypersensitive to abiotic stresses such as salt, ABA, and cold (Albaqami, Laluk and Reddy, 2019; Butt, 2022; Carvalho, Carvalho and Duque, 2010). To investigate the biological function of OsSCR106 in rice under abiotic stress conditions, we germinated WT and *scr106* mutant seeds on a growth medium supplemented with different stress treatments (**Figure 3**). Under control conditions, the *scr106* mutant exhibited slightly shorter root and shoot lengths than WT seedlings seven days after germination. (**Fig. 3A, Fig. 3B, Fig. 3C**). This might indicate that OsSCR106 regulates the growth and development of rice plants.

We next tested the salt stress response of our mutant as compared to WT. For this, we used two different concentration of 100 mM NaCl and 125 mM NaCl (**Fig. 3D, Fig. 3E, Fig. 3F**). Root and shoot length of the mutants was significantly reduced compared to the WT seedlings at 100 mM NaCl treatment, and even stronger at 125 mM NaCl treatment, indicating that *oscr106* is hypersensitive to salt stress (**Fig. 3D, Fig. 3E, Fig. 3F**). We further tested the growth response of WT and *scr106* mutant under ABA stress treatment (**Fig. 3G, Fig. 3H, Fig. 3I**). At 2 μ M ABA treatment the root and shoot length of *scr106* mutant seedlings were significantly shorter as compared to WT seedlings, and growth of *scr106* seedlings was almost ceased at concentrations of 5 μ M ABA (**Fig. 3G, Fig. 3H, Fig. 3I**). For osmotic stress treatments we used mannitol at two different concentrations. Mannitol has little impact on shoot length in *scr106* mutant as compared to WT (**Fig. 3J, Fig. 3K, Fig. 3L**). However, the root length was affected at 100 mM mannitol and severely reduced at 200 mM mannitol as compared to WT.

It has been recently shown that alternative splicing impacts the cold responses in plants, and mutants of some splicing factors are hypersensitive to low-temperature treatment (Butt, 2022; Calixto *et al.*, 2018; Lu *et al.*, 2020). To test if OsSCR106 regulates growth under low temperatures in rice, we germinated WT and *scr106* mutant under various low-temperature treatments, including 22 °C and 18 °C continuously for 12 days. We observed that the continuous low temperatures of 22 °C and 18 °C significantly affected the root and shoot growth in *scr106* mutant compared to WT

seedlings. The growth at 18 °C is severely inhibited in *scr106* mutant compared to WT seedlings (**Fig. 4A, Fig. 4B, Fig. 4C**). To test the recovery after low-temperature treatment, we used 16 °C and 4 °C for 14-days and recovered for 5 days. With the decrease in the temperature treatment, the severity of the growth inhibition increased in *scr106* mutant as compared to WT seedlings (**Fig. 4A, Fig. 4B, Fig. 4C**). The treatment at 4 °C for 14-days has the highest impact on the recovery of the seedlings. The root and shoot lengths of *scr106* are severely affected compared to WT at 4 °C (**Fig. 4A, Fig. 4B, Fig. 4C**).

Taken together, these results suggest that *OsSCR106* is essential for abiotic stress regulation in rice.

Expression of *OsSCR106* cDNA in the *scr106* mutant complements its function

To confirm that the loss-of-function mutation is responsible for the developmental abnormalities, and hypersensitivity to stress phenotype, we reintroduced the full-length isoform of *OsSCR106* as cDNA driven by the endogenous promoter in the mutant background. We recovered the transgenic plants and performed analysis using two independent complementation lines in the progeny. Under control conditions, the shoot and root of complementation lines showed full restoration of the WT phenotype (**Fig. 5A, Fig. 5B, Fig. 5C**). Furthermore, the root and shoot length of the complementation lines were fully restored to WT levels under salt and ABA treatment, as well as under low temperature (**Fig. 6A, Fig. 6B, Fig. 6C**). Overall, these results confirm that the hypersensitive reactions to abiotic stress treatments in the *scr106* mutant are caused by the mutation in *OsSCR106*.

***OsSCR106* regulates gene expression and controls the RNA splicing of large number of genes in rice**

To understand the role of *OsSCR106* in genome-wide pre-mRNA splicing, we performed RNA-seq analysis of seven-day-old seedlings of *scr106* mutant and WT. Comparing the WT transcriptome to the *scr106* mutant identified 1180 differentially

expressed genes (DEGs) between the WT and *scr106*. Among these, 723 genes were upregulated, and 457 genes were downregulated (**Fig. 7A**). The top10 DEGs (based on the highest logfold expression change) were upregulated genes and included *Os06g0215900*, annotated as Similar to Oxo-phytodienoic acid reductase, *Os11g0113500* annotated as retrotransposon gene 1, *Os04g0352400* is FK506-binding protein, Peptidyl-prolyl cis/trans isomerase, Chilling tolerance, *Os11g0213000* is Similar to Protein kinase domain containing protein, expressed, and *Os07g0432333* is Similar to Thionin-like peptide (**Fig. 7B**). The Gene Ontology (GO) enrichment analysis showed that the global DEGs between the WT and the *scr106* mutant under control condition were enriched for the biological processes related to defense response to fungus, defense response to bacterium, response to water, pentose-phosphate shunt, and protein metabolic process (**Fig. 7C**).

To further examine the global defects in pre-mRNA splicing regulated by OsSCR106, we compared the *scr106* and WT and identified differentially alternatively spliced (DAS) events. All types of events, such as A3SS, A5SS, MXE, RI, and SE, were detected. Among these, the alternative 3' splice site (A3SS) and the retained introns (RI) were the highest differentially alternatively spliced DAS events between the WT and *scr106*, with 1699 A3'SS and 1409 RI events, respectively (**Fig. 7D**). The least number of events were detected for MXE, with 198 events. The GO enrichment analysis showed that the global DAS events between the WT and the *scr106* mutant under control conditions were enriched in Carotenoid biosynthetic process, Branched-chain amino acid metabolic process, Phosphate-containing compound metabolic process, Glutathione biosynthetic process, and Pentose-phosphate shunt (**Fig. 7E**). We then compared the DAS genes with DEGs and found that most of the DEGs were unique, and very few of them were alternatively spliced, uncoupling the transcription from AS regulation (**Fig. 7F**). Overall, these results indicate that *OsSCR106* regulates the expression and RNA splicing of a large number of genes.

***OsSCR106* is involved in mediating global gene expression and genome-wide splicing under salt stress conditions**

To find out the link between environmental stresses and AS and to verify the role of *OsSCR106* in regulating stress-induced AS, we performed mRNA sequencing after salt treatment. We found 4236 DEGs in WT under salt stress in comparison to plant under control conditions. Among these, 1847 genes were up-regulated and 2479 were down-regulated (**Fig. 8A**). However, in *scr106*, compared to WT a large number of genes 8757 were differentially expressed under salt treatment. Among these DEGs, 4179 were up-regulated while 4578 are down-regulated. We compared the salt-regulated DEGs in WT with the salt-regulated DEGs in *scr106* and found a large overlap of 2915 DEGs, however, 5843 genes were uniquely differentially expressed in the *scr106* mutant (**Fig. 8B**). This indicates that most of the DEGs observed in the *scr106* mutant are unique and only regulated by *OsSCR106* under salt stress conditions, however there is also a set of genes that were differentially expressed under salt regardless of the genotype. In volcano plot we compared the DEGs of *scr106* mutant and WT only after salt treatment. Our analysis showed that unlike control conditions top DEGs (based on the highest logfold expression change) are either up- or down-regulated. Among the top up-regulated genes *Os06g0215900* is Similar to Oxo-phytodienoic acid reductase, and *Os01g0647200* is Iron deficiency-inducible peptide, *Os12g0512800* is Cytochrome P450 71E1 (EC 1.14.13.68) (4-hydroxyphenylacetaldehyde oxime monooxygenase). The top down-regulated genes are *Os04g0474800* is Similar to OSIGBa0135C13.7 protein and *Os01g0167800* is Conserved hypothetical protein (**Fig. 8C**). The GO enrichment analysis showed that the global DEGs between the WT and the *scr106* mutant under salt treatment were enriched in the biological processes of Chlorophyll biosynthetic process, Citrate transport, Photosynthesis, Tetrapyrrole biosynthetic process, and Carotenoid biosynthetic process (**Fig. 8D**).

To further examine the role of *OsSCR106* during pre-mRNA splicing regulation under salt stress, we performed a splicing analysis and identified DAS events for WT and *scr106* mutant. All types of AS events were detected, with RI representing the majority of AS events for WT and A3SS representing the majority of AS events for *scr106* (**Fig. 9A**). For WT, the number of AS events for A3SS, 530; A5SS, 283; MXE, 173; RI, 628; and SE 340. For *scr106* the number of AS events for A3SS, 594; A5SS, 324; MXE, 127;

RI, 535; and SE, 567. Strikingly, we detected more SE events for *scr106* in comparison to WT (**Fig. 9A**). We compared the DAS genes for WT with *scr106* and found that a majority of these DAS genes are unique and only a small number of these genes overlap (**Fig. 9B**). The GO enrichment analysis of the global DAS genes between the WT and the *scr106* mutant under salt treatment showed the enrichment for Carotenoid biosynthetic process, Response to metal ion, Protein methylation, Phagocytosis, and Nucleotide phosphorylation (**Fig. 9C**). Overall, these results indicate that *SCR106* regulates global gene expression and genome-wide pre-mRNA splicing under salt stress conditions in rice.

To corroborate our findings from RNA-seq analysis, we investigated the expression profiles of some randomly selected differentially expressed genes under control- or salt treatment. We germinated the rice seedlings of the WT and *scr106* mutant for one-week at 125 mM NaCl and control conditions. The expression levels were tested for the rice genes *OsRLCK318* (*Os11g0213000*), *OsHSP24.1* (*Os02g0758000*), *OsS40-1* (*Os05g0531100*), *OsNF-YA6* (*Os07g0608200*), *OsCYP71E5* (*Os12g0512800*), *OsSIET1* (*Os03g0107300*), and *OsIMA2* (*Os07g0142100*) (**Fig. 10A**). The expression of *OsCYP71E5* was only induced after salt treatment in the *scr106* mutant. The expression levels of all other genes are changed under salt as well as control conditions in *scr106* compared to WT (**Fig. 10A**). The transcript levels of all genes were significantly upregulated except *OsSIET1* for which the expression level was significantly reduced in *scr106* mutant compared to WT under salt and control conditions (**Fig. 10A**). These results validate our RNA-seq data that *SCR106* involved in the transcriptional regulation of vast set of genes. This is further verified by the splicing patterns analysis of as set of randomly selected genes whose splicing is inhibited in the *scr106* mutant (**Fig. 10B**). We found an enrichment of introns in the *scr106* compared to the WT seedlings under salt and control conditions. Interestingly, for some genes like *OsUCIP3* (*Os04g0185500*), *OsCCZ1* (*Os08g0427300*), and *OsICS1* (*Os09g0361500*), the transcript levels of retained introns were even higher under control conditions in *scr106* mutant. This indicates that the *scr106* also regulates the pre-mRNA splicing during the development of rice seedling irrespective of any environmental stress (**Fig.**

10B). Overall, these results validate our RNA-seq data and confirm that SCR106 is an important splicing factor that regulate the splicing of a vast set of genes.

Discussion

Alternative splicing (AS) is an important gene regulatory process that generates multiple RNA isoforms from a single gene sequence. In plants, the SR proteins regulate the splice selection under certain developmental and stress conditions to generate specific RNA isoforms. Thus, AS regulated by SR proteins fine tunes the physiology and metabolism to cope with abiotic stress conditions like cold, heat, drought, high salinity, and heavy metals. SR proteins are characterized by their ability to interact simultaneously with RNA and other protein components via an RNA recognition motif (RRM) and through a domain rich in arginine and serine residues, the RS domain (Barta, Kalyna and Reddy, 2010; Shepard and Hertel, 2009) . In this study we identified *LOC_Os01g01150* in rice, which fulfils these criteria. We designated it as *OsSCR106*, because it groups with the SC subfamily of SR proteins and the protein has a size of 106 kDa. Base on the amino acid comparison using BLAST, *OsSCR106* is a homolog of human SRSF11 and Arabidopsis IRR (At3g23900) (**Fig. S1**). To our surprise this *OsSCR106* was not considered before for RNA splicing studies in plants. It is important to note that we used BLAST to discover homologs of SRSF11 in Arabidopsis first, which revealed At3g23900, then by BLAST compared At3g23900 to rice proteome to get *OsSCR106*, which could have been missed if compared SRSF11 directly to the rice proteome. The SR proteins are prominent components of nuclear speckles, which occur throughout the nucleus, and presumably are the sites for pre-mRNA splicing. (Hackmann *et al.*, 2014; Shepard and Hertel, 2009). For *OsSCR106*, we observed a localization to nuclear speckles (**Fig. 1E**), suggesting a role for RNA splicing.

For further studies, we generated the k/o mutant *scr106*. In our analysis, the mutant seedlings showed reduced root and shoot lengths (**Fig. 3**). In contrast to animals, the loss-of-function mutants of SR proteins in plant are not embryonically lethal. The Arabidopsis *sr45-1* mutant showed many developmental abnormalities including delayed flowering, narrow leaves, and disturbed numbers of petals and stamens, and

reduced root growth (Ali *et al.*, 2007b). Moreover, even *sr* quadruple mutant (*sr34 sr34a sr34b sr30*), *rs* quadruple mutant (*rs31 rs31a rs40 rs41*), *rsz-rs2z* quintuple mutant (*rsz21 rsz22a rsz22 rs2z32 rs2z33*), and *sc35-scl* quintuple mutant (*scl28 scl30 scl30a scl33 sc35*) were not lethal in *Arabidopsis* (Yan *et al.*, 2017). The loss of functions of SC35 and SCL (SC35-like, SCL28, SCL30, SCL30a and SCL33) results in pleiotropic changes in development, including serrate rosettes, late flowering, shorter roots, and anomalous phyllotaxis arrangement (Yan *et al.*, 2017). In addition, the overexpression of *AtRSZ33* caused changes in embryo and stomata development, cell expansion and shape, meristem formation, and decreased seed set (Kalyna, Lopato and Barta, 2003). Collectively, these examples confirm the role that SR proteins play in plant development.

Environmental stress regulation in plants is a complex phenomenon and many of the stress-related genes susceptible to alternative splicing (Chaudhary *et al.*, 2019; Filichkin *et al.*, 2015; Ganie and Reddy, 2021; Jabre *et al.*, 2019; Laloum, Martin and Duque, 2018; Ling, Mahfouz and Zhou, 2021; Rambout, Dequiedt and Maquat, 2018; Reddy *et al.*, 2013; Shang, Cao and Ma, 2017; Zhang *et al.*, 2019; Zheng *et al.*, 2019). The SR or SR-like proteins play crucial role during the regulation of AS thus orchestrate the plant stress responses (Albaqami, Laluk and Reddy, 2019; Butt *et al.*, 2021; Butt, 2022; Carvalho *et al.*, 2016; de Francisco Amorim *et al.*, 2018; Gu *et al.*, 2018; Laloum *et al.*, 2023; Liu *et al.*, 2016; Lu *et al.*, 2020; Muthusamy *et al.*, 2020; Park *et al.*, 2020; Yan *et al.*, 2017). Strikingly, the *scr106* mutant showed hypersensitive phenotypes to salt, ABA, mannitol (**Fig. 3**) and low-temperature treatments (**Fig. 4**). This is in line with the previous studies, where *sr45-1*, a loss-of-function, mutant observed defective response to glucose and ABA, and was hypersensitivity in response to salt stress (Albaqami, Laluk and Reddy, 2019; Carvalho, Carvalho and Duque, 2010). Butt *et al.* (2022) showed that the *rs33* loss-of-function rice mutant was hypersensitive to salt and low-temperature stresses, and that *RS33* regulates pre-mRNA splicing in response to abiotic stresses (Butt, 2022). Similarly, the *sr34b* mutant displayed a shorter root phenotype in response to cadmium treatment, with higher accumulation of cadmium in the root of *sr34b* in comparison to WT (Zhang *et al.*, 2014). Moreover, the loss of

function mutant *sc/30a-1* was hypersensitive under ABA and salt stress during seed germination, whereas *SCL30a* overexpression reduced the sensitivity to ABA and enhanced salt stress tolerance (Laloum *et al.*, 2021). We analyzed the expression of OsSCR106 under different stress conditions and found that only cold treatment significantly affects the expression of OsSCR106 (**Fig. S4**). The SR proteins are showing different levels of expression and splicing patterns under abiotic stress conditions (Cruz *et al.*, 2014; Palusa, Ali and Reddy, 2007). Mostly the members of the plant-specific SR genes are affected by stress conditions while the expression of some of the SR genes is not affected. Thus the hypersensitivity response of *scr106* mutant against salt- and ABA-stress might be due to the activation/ repression of the stress-related genes which are regulated by the *OsSCR106*. For the detailed analysis, we retrieved the list of stress-related genes from the RAP database and compared with DEG and DAS genes. To our surprise, there are a large set of stress-related genes which are affected by the *OsSCR106* (**Table S1, Table S2**). Under control conditions the 94 stress-related genes up-regulated and 63 were downregulated while under salt stress 177 stress-related genes up-regulated and 296 were downregulated (**Table S1**). Similarly, splicing patterns were also changed for stress-related genes, 252 and 256 genes were differentially spliced under control and salt stress conditions respectively (**Table S2**). These data reinforce the crucial role of *OsSCR106* in plant stress regulation.

In plants, intron retention (RI) is the dominant AS event (Kumar *et al.*, 2022). Surprisingly, in our analysis of the *scr106* mutant, A3SS is a dominant event, both under control and salt stress conditions, which indicates that the *OsSCR106* is mainly involved in regulating 3' splice site selection. In a typical splicing reaction, spliceosome assembly begins with the base-pairing of the U1 snRNP with the 5'SS of the intron in the pre-mRNA strand. This binding is supported by the proteins of U1 snRNP and proteins of the serine-arginine-rich (SR) family (Wahl, Will and Luhrmann, 2009). This initial assembly also involves the interaction of U2 auxiliary factor (U2AF) to the branch point (BP) and the polypyrimidine tract just downstream of the BP. In eukaryotes, splicing factor 1 (SF1) interacts with the 65 kDa subunit of U2AF (U2AF65) through its

C-terminal RNA recognition motif (RRM). The smaller subunit of U2AF35 binds the AG dinucleotide of the 3'SS and play crucial roles in the recognition of 3'SS of an intron (Wahl, Will and Luhrmann, 2009; Wu *et al.*, 1999). In Arabidopsis, a mutation in the *AtSF1* induced pleiotropic developmental defects, including early flowering and showed oversensitivity to ABA treatment (Jang *et al.*, 2014). The high number of mis-spliced events for the 3' splice site in *scr106* mutant indicates that the OsSCR106 possibly interacts with the U2AF35 and regulates the 3' splice site selection in rice.

Altogether, we identified and disclosed the function of *OsSCR106* as a novel splicing factor. The *OsSCR106* localizes to the nuclear speckles and regulates the pre-mRNA splicing. The *OsSCR106* plays a pivotal role in abiotic stress tolerance in rice. The accurate control over the splicing machinery and its components helps to develop crops adaptable to changing climatic conditions.

Supplementary data

Fig. S1. Protein alignments of OsSCR106 with Arabidopsis and human homologs.

Fig. S2. Phylogenetic analysis of OsSCR106 with rice SR proteins.

Fig. S3. Protein alignments of OsSCR106 with rice SC-subfamily proteins.

Fig. S4. Gene expression of OsSCR106 under different stress conditions.

Table S1. Number of Stress-related DEG per comparison

Table S2. Number and type of stress-related AS events per comparison

Table S3. List of sequences used in this study

Dataset S1. List of DEG SR-C_vs_WT-C

Dataset S2. List of DEG SR-N_vs_SR-C

Dataset S3. List of DEG WT-N_vs_WT-C

Dataset S4. List of DAS SR-C_vs_WT-C

Dataset S5. List of DAS SR-N_vs_SR-C

Dataset S6. List of DAS WT-N_vs_WT-C

Dataset S7. List of stress-related DEG under control

Dataset S8. List of stress-related DEG under salt

Dataset S9. List of stress-related DAS under control

Dataset S10. List of stress-related DAS under salt

Acknowledgments

We would like to thank members of the genome engineering and synthetic biology laboratory at KAUST for their critical discussion and technical help in this work.

Author contributions

MM conceived the project. AA, HB, and GK designed and conducted the experiments. AA and HB analyzed the data. AA, HB, and MM designed and analyzed the splicing experiments. AA, HB, GK, IB, and MM wrote the paper. All authors read and approved the final manuscript.

Conflict of interest

‘No conflict of interest declared’.

Funding

This work is funded by KAUST-baseline funding to Magdy Mahfouz.

Data availability

All data supporting the findings of this study are available within the paper and its supplementary materials published online. RNA-seq data that support the findings of this study have been deposited in NCBI Bioproject database.

The RAW data and processed data files were deposited in GEO (<https://www.ncbi.nlm.nih.gov/geo/>) under record **GSE232160**.

The following secure token has been created to allow review of record **GSE232160** while it remains in private status: **ehgrmyeevxwpfop**

Please note the following points:

- This token allows anonymous, read-only access to record **GSE232160** and associated accessions while they are private.
- Treat the token (**ehgrmyeevxwpfop**) as you would a password and realize that the token provides access to **GSE232160** to anyone who uses it.

625
626 To review GEO accession GSE232160:
627 Go to:
628 [https://urldefense.com/v3/https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232160;!!Nm4Hv0!32DINo222hCumSHFxo50TFHdSBN2J2n7sQgN5Zf66c6iSfuWZdODgEkYdTOMOfQ24kVEtx5YLIXzh3SvuiCzavJcQLQ\\$](https://urldefense.com/v3/https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232160;!!Nm4Hv0!32DINo222hCumSHFxo50TFHdSBN2J2n7sQgN5Zf66c6iSfuWZdODgEkYdTOMOfQ24kVEtx5YLIXzh3SvuiCzavJcQLQ$)
631
632 Enter token **ehgrmyeevxxwpfop** into the box
633

References

- Albaqami M, Laluk K, Reddy ASN.** 2019. The Arabidopsis splicing regulator SR45 confers salt tolerance in a splice isoform-dependent manner. *Plant Mol Biol* **100**, 379-390.
- Ali GS, Palusa SG, Golovkin M, Prasad J, Manley JL, Reddy AS.** 2007a. Regulation of plant developmental processes by a novel splicing factor. *PLoS One* **2**, e471.
- Ali GS, Palusa SG, Golovkin M, Prasad J, Manley JL, Reddy ASN.** 2007b. Regulation of Plant Developmental Processes by a Novel Splicing Factor. *PLoS One* **2**.
- AlShareef S, Ling Y, Butt H, Mariappan KG, Benhamed M, Mahfouz MM.** 2017. Herboxidiene triggers splicing repression and abiotic stress responses in plants. *BMC Genomics* **18**, 260.
- Barbosa-Morais NL, Carmo-Fonseca M, Aparicio S.** 2006. Systematic genome-wide annotation of spliceosomal proteins reveals differential gene family expansion. *Genome Res* **16**, 66-77.
- Barta A, Kalyna M, Reddy AS.** 2010. Implementing a rational and consistent nomenclature for serine/arginine-rich protein splicing factors (SR proteins) in plants. *Plant Cell* **22**, 2926-2929.
- Birney E, Kumar S, Krainer AR.** 1993. Analysis of the RNA-recognition motif and RS and RGG domains: conservation in metazoan pre-mRNA splicing factors. *Nucleic Acids Res* **21**, 5803-5816.
- Busch A, Hertel KJ.** 2012. Evolution of SR protein and hnRNP splicing regulatory factors. *Wiley Interdiscip Rev RNA* **3**, 1-12.
- Butt H, Bazin J, Alshareef S, Eid A, Benhamed M, Reddy ASN, Crespi M, Mahfouz MM.** 2021. Overlapping roles of spliceosomal components SF3B1 and PHF5A in rice splicing regulation. *Commun Biol* **4**, 529.
- Butt H, Eid A, Momin AA, Bazin J, Crespi M, Arold ST, Mahfouz MM.** 2019a. CRISPR directed evolution of the spliceosome for resistance to splicing inhibitors. *Genome Biol* **20**, 73.
- Butt H, Piatek A, Li L, A SNR, M MM.** 2019b. Multiplex CRISPR Mutagenesis of the Serine/Arginine-Rich (SR) Gene Family in Rice. *Genes (Basel)* **10**.
- Butt HB, J.; Prasad, K.V.S.K.; Awad, N.; Crespi, M.; Reddy, A.S.N.; Mahfouz, M.M.** 2022. The Rice Serine/Arginine Splicing Factor RS33 Regulates Pre-mRNA Splicing during Abiotic Stress Responses. *Cells* **11**, 1796.
- Caceres JF, Misteli T, Sreaton GR, Spector DL, Krainer AR.** 1997. Role of the modular domains of SR proteins in subnuclear localization and alternative splicing specificity. *Journal of Cell Biology* **138**, 225-238.
- Caceres JF, Sreaton GR, Krainer AR.** 1998. A specific subset of SR proteins shuttles continuously between the nucleus and the cytoplasm. *Genes & Development* **12**, 55-66.
- Calixto CPG, Guo W, James AB, Tzioutziou NA, Entizne JC, Panter PE, Knight H, Nimmo HG, Zhang R, Brown JWS.** 2018. Rapid and Dynamic Alternative Splicing Impacts the Arabidopsis Cold Response Transcriptome. *Plant Cell* **30**, 1424-1444.
- Carvalho RF, Carvalho SD, Duque P.** 2010. The plant-specific SR45 protein negatively regulates glucose and ABA signaling during early seedling development in Arabidopsis. *Plant Physiol* **154**, 772-783.
- Carvalho RF, Feijao CV, Duque P.** 2013. On the physiological significance of alternative splicing events in higher plants. *Protoplasma* **250**, 639-650.

- Carvalho RF, Szakonyi D, Simpson CG, Barbosa IC, Brown JW, Baena-Gonzalez E, Duque P.** 2016. The Arabidopsis SR45 Splicing Factor, a Negative Regulator of Sugar Signaling, Modulates SNF1-Related Protein Kinase 1 Stability. *Plant Cell* **28**, 1910-1925.
- Chaudhary S, Jabre I, Reddy ASN, Staiger D, Syed NH.** 2019. Perspective on Alternative Splicing and Proteome Complexity in Plants. *Trends Plant Sci* **24**, 496-506.
- Chen S, Li J, Liu Y, Li H.** 2019. Genome-Wide Analysis of Serine/Arginine-Rich Protein Family in Wheat and *Brachypodium distachyon*. *Plants (Basel)* **8**.
- Chen T, Cui P, Chen H, Ali S, Zhang S, Xiong L.** 2013. A KH-domain RNA-binding protein interacts with FIERY2/CTD phosphatase-like 1 and splicing factors and is important for pre-mRNA splicing in Arabidopsis. *PLoS Genet* **9**, e1003875.
- Cruz TM, Carvalho RF, Richardson DN, Duque P.** 2014. Absciscic acid (ABA) regulation of Arabidopsis SR protein gene expression. *Int J Mol Sci* **15**, 17541-17564.
- de Francisco Amorim M, Willing EM, Szabo EX, Francisco-Mangilet AG, Droste-Borel I, Macek B, Schneeberger K, Laubinger S.** 2018. The U1 snRNP Subunit LUC7 Modulates Plant Development and Stress Responses via Regulation of Alternative Splicing. *Plant Cell* **30**, 2838-2854.
- Di Zhang M-XC, Fu-Yuan Zhu, Jianhua Zhang & Ying-Gao Liu.** 2020. Emerging Functions of Plant Serine/Arginine-Rich (SR) Proteins: Lessons from Animals. *Critical Reviews in Plant Sciences* **39**, 2020, 173-194
- Dong C, He F, Berkowitz O, Liu J, Cao P, Tang M, Shi H, Wang W, Li Q, Shen Z, Whelan J, Zheng L.** 2018. Alternative Splicing Plays a Critical Role in Maintaining Mineral Nutrient Homeostasis in Rice (*Oryza sativa*). *Plant Cell* **30**, 2267-2285.
- Dressano K, Weckwerth PR, Poretsky E, Takahashi Y, Villarreal C, Shen Z, Schroeder JI, Briggs SP, Huffaker A.** 2020. Dynamic regulation of Pep-induced immunity through post-translational control of defence transcript splicing. *Nat Plants* **6**, 1008-1019.
- Duque P.** 2011. A role for SR proteins in plant stress responses. *Plant Signal Behav* **6**, 49-54.
- Filichkin S, Priest HD, Megraw M, Mockler TC.** 2015. Alternative splicing in plants: directing traffic at the crossroads of adaptation and environmental stress. *Current Opinion in Plant Biology* **24**, 125-135.
- Galganski L, Urbanek MO, Krzyzosiak WJ.** 2017. Nuclear speckles: molecular organization, biological function and role in disease. *Nucleic Acids Res* **45**, 10350-10368.
- Ganie SA, Reddy ASN.** 2021. Stress-Induced Changes in Alternative Splicing Landscape in Rice: Functional Significance of Splice Isoforms in Stress Tolerance. *Biology (Basel)* **10**.
- Gehring NH, Roignant JY.** 2021. Anything but Ordinary - Emerging Splicing Mechanisms in Eukaryotic Gene Regulation. *Trends Genet* **37**, 355-372.
- Golovkin M, Reddy AS.** 1998. The plant U1 small nuclear ribonucleoprotein particle 70K protein interacts with two novel serine/arginine-rich proteins. *Plant Cell* **10**, 1637-1648.
- Gu J, Xia Z, Luo Y, Jiang X, Qian B, Xie H, Zhu JK, Xiong L, Zhu J, Wang ZY.** 2018. Spliceosomal protein U1A is involved in alternative splicing and salt stress tolerance in Arabidopsis thaliana. *Nucleic Acids Res* **46**, 1777-1792.
- Hackmann A, Wu H, Schneider UM, Meyer K, Jung K, Krebber H.** 2014. Quality control of spliced mRNAs requires the shuttling SR proteins Gbp2 and Hrb1. *Nat Commun* **5**, 3123.
- Hiei Y, Komari T.** 2008. Agrobacterium-mediated transformation of rice using immature embryos or calli induced from mature seed. *Nat Protoc* **3**, 824-834.

Isshiki M, Tsumoto A, Shimamoto K. 2006. The serine/arginine-rich protein family in rice plays important roles in constitutive and alternative splicing of pre-mRNA. *Plant Cell* **18**, 146-158.

Jabre I, Reddy ASN, Kalyna M, Chaudhary S, Khokhar W, Byrne LJ, Wilson CM, Syed NH. 2019. Does co-transcriptional regulation of alternative splicing mediate plant stress responses? *Nucleic Acids Res* **47**, 2716-2726.

Jang YH, Park HY, Lee KC, Thu MP, Kim SK, Suh MC, Kang H, Kim JK. 2014. A homolog of splicing factor SF1 is essential for development and is involved in the alternative splicing of pre-mRNA in *Arabidopsis thaliana*. *Plant Journal* **78**, 591-603.

Jeong S. 2017. SR Proteins: Binders, Regulators, and Connectors of RNA. *Mol Cells* **40**, 1-9.

Jiang JF, Liu XN, Liu CH, Liu GT, Li SH, Wang LJ. 2017. Integrating Omics and Alternative Splicing Reveals Insights into Grape Response to High Temperature. *Plant Physiology* **173**, 1502-1518.

Kalyna M, Lopato S, Barta A. 2003. Ectopic expression of atRSZ33 reveals its function in splicing and causes pleiotropic changes in development. *Molecular Biology of the Cell* **14**, 3565-3577.

Karimi M, Inze D, Depicker A. 2002. GATEWAY vectors for *Agrobacterium*-mediated plant transformation. *Trends Plant Sci* **7**, 193-195.

Keren H, Lev-Maor G, Ast G. 2010. Alternative splicing and evolution: diversification, exon definition and function. *Nat Rev Genet* **11**, 345-355.

How the deposited data were processed for this re-analysis (not part of the article)

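Whole rice seedlings of the wild type and of the *scr106* mutant were grown for 7 days without NaCl or with 125 mM NaCl, and mRNA was sequenced. The labels list 12 samples, 3 for each of 4 groups. The labels name CASAVA 1.4. The authors trimmed the reads with Trimmomatic, aligned them to the IRGSP genome with STAR, and counted fragments per gene with featureCounts.

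The authors' deposited tables compare *scr106* with the wild type without salt, and salt with control conditions in each genotype. The log2 fold changes in the deposited tables were made by the authors with edgeR after TMM normalization. The p value and FDR of each gene in the deposited tables come from the exact test of edgeR as run by the authors after filtering with HTSFilter. The mean FPKM of each group was computed by the authors from the fragment counts, scaled by gene length and library size. The junction counts, inclusion levels and other values of the splicing tables, with their p value and FDR, were made by the authors with rMATS. The inclusion level difference, a score from -1 to 1, was computed by the authors as the mean of the first group minus that of the second. In the deposited tables the control or wild-type group comes first, so the sign was turned here to give the mutant or the salt group minus its reference. This assignment was checked on the counts that tables with a common group share.

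The tables hold called genes at an FDR of at most 0.05, and called events at an FDR of at most 0.05 with an inclusion level difference above 0.1. No column for a single sample gives expression, so no count model was fitted and no other split of the samples could be tried on genes. The number of genes tested was recovered from FDR, p value and rank. For splicing, counts are listed for 2 libraries in each wild-type group and in the *scr106* control group, and for 3 in the *scr106* salt group. The listed libraries carry no names, and library totals were not used here.

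Standard errors of the log2 fold changes were recovered from the p values, and the response to salt was compared between genotypes by a z-test for genes called in both, with adjustment by the method of Benjamini and Hochberg. The test treats the comparisons as independent. It was tested on simulated data with noise drawn from the recovered standard errors, which does not test the standard errors themselves. The direction of events was tested by two-sided exact binomial tests on 1 event per gene, with Clopper-Pearson 95% intervals, adjusted over 15 tests. Counts were compared by Fisher's exact test. The ratio of responses has a bootstrap interval from 2000 draws. Overlaps between comparisons that share a control group were set beside 4e+06 simulated draws with no effect.

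There are 25 gene lists, matched as words in the gene descriptions. They are photosynthesis and chlorophyll, carbon fixation, chaperones, LEA with dehydrin and ABA, ribosome and translation, redox enzymes, defense, WRKY, MYB, NAC, AP2/ERF and bHLH factors, cell wall, aquaporins, cation transport, iron homeostasis, splicing, histones and cell cycle, jasmonate and oxylipin, auxin, cytochrome P450, receptor kinases, transposable elements, sugar and starch, and seed storage. In each list the numbers of higher and lower DEGs were compared with those of the other described DEGs by Fisher's exact test, adjusted over 75 tests. Some matches are by word alone: the seed storage list takes in immunoglobulin-like proteins, *OsSCR106* among them, and the splicing list takes in descriptions that name a splice isoform.

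Named genes are those the paper names, the 10 with the largest increase and the 10 with the largest decrease per comparison among described genes with a mean FPKM of at least 5 in 1 group, and up to 4 members per list with the lowest FDR. Named events are the 5 largest per type and comparison with an FDR of at most 0.01, at least 20 reads in every listed library and groups that do not overlap. Parts of Supplementary Datasets S1, S2, S5 and S6 had been seen when this rule was written.

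The alternatives were an FDR of 0.01, an absolute log2 fold change of at least 1, a mean FPKM of at least 1, ratios of mean FPKM with a pseudocount of 0.1 or 1, an inclusion level difference above 0.2, at least 10 or 20 junction reads in every listed library, all events or genes in place of 1 event per gene, only events whose groups do not overlap, and each listed library left out in turn. The minimum of 20 reads for the share of SE events was added after seeing the data. The comparison of *scr106* under salt with the wild type under salt was not analysed here. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.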

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

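The tests by a read minimum and by the salt comparisons that share control libraries, and the reading of exon inclusion, were chosen only after the result was seen. The tests on genes without a called retained intron and on the ratio of salt responses were set before.

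Intron retention was higher in *scr106* without salt in 74.6% of genes with an RI event, and exon inclusion was higher in 26.0% of genes with an SE event; the paper reports the number of these events and not their direction over all genes. Few reads as the whole cause are argued against by the share of 86.9% with at least 20 reads in every listed library. For the retained introns, control libraries that stand apart as the whole cause are argued against by the same libraries in the salt comparisons. There, retention was higher under salt in 54.1% of genes in the wild type and 51.8% in *scr106*. With at least 20 reads in every listed library these shares were 60.8% (exact binomial test, unadjusted p = 0.022) and 49.5%, against 86.9% between the genotypes. The 60.8% leans the way that wild-type control libraries with low retention would push it. Such libraries thus stay open as a part of the difference in retained introns. Exon inclusion was higher under salt in 48.6% of genes in the wild type and 57.9% in *scr106*. The latter leans to the reverse of the 26.0%. Thus *scr106* control libraries that stand apart stay open as a part of the exon skipping. Unspliced RNA or DNA in the *scr106* libraries removes no exon from spliced RNA, and by that reasoning would not lower exon inclusion. The share of 26.0% (95% exact interval 22.7% to 29.5%) is the value by which the pattern was found, so it is no separate test of this. For the retained introns, unspliced RNA or DNA stays open. The paper's RT-PCR, on RNA digested to remove DNA, also found more of the introns of its 9 panel genes in *scr106*. That bears on DNA in those genes and not on unspliced RNA. The genotype is the biological explanation that the design names, and it stays a hypothesis, with 2 listed libraries per group.

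The upstream 3'-splice site was favoured in *scr106* in 56.9% of genes with an A3SS event. Reads of called retained introns counted as the longer form are argued against as the whole cause by genes with no called RI event, where the share was 56.6%. Retention outside the calling limits is not listed, so reads of such introns stay open as a cause. With at least 20 reads in every listed library the share of genes favouring the upstream site was 60.6%, which argues against few reads. Among A3SS events whose shorter junction is that of a called retained intron the share was 70.7%. Reads of retained introns may thus add to the pattern, and the effect of the genotype stays a hypothesis.

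The response to salt differed between the genotypes in 787 genes called in both, by a test of the difference itself. For genes called in both, a smaller spread between the *scr106* libraries at the same size of response is argued against by the median ratio of absolute log2 fold changes of 1.54. The recovered standard errors were larger in *scr106*, by a median ratio of 1.27. With larger standard errors a call takes a larger fold change, so the choice of called genes can itself raise the ratio of 1.54. The scaling between libraries is argued against as the whole cause by the ratio of 1.49 from mean FPKM, although the number of genes that differed fell to 450 on that scale, and to 295 with a pseudocount of 1 in place of 0.1. These numbers keep the standard errors of the fold changes. Genes called in both comparisons are the ones measured, and a stronger or more advanced response of the mutant, as a biological explanation, was not tested apart from differences in growth or tissue composition.

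The odds of an SE event under salt in *scr106* against the wild type were 1.70 by events and 1.73 by genes. Fisher's exact test, by which they differed, takes events or genes as independent and does not measure the spread between libraries. The listed salt libraries also number 2 in the wild type and 3 in *scr106*, which can change what is called.

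Under salt 165 ribosome and translation genes were higher in *scr106* and 46 were lower, a group the paper does not discuss. With an absolute log2 fold change of at least 1 the direction of the list turned (adjusted p = 0.735, Fisher's exact test).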

How the results depend on the processing

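No paired analysis was possible because the deposited columns carry no replicate numbers and the listed libraries are unnamed. Over all results and alternatives, 230 values kept their direction and their side of the threshold, or lay within the stated bounds for counts, 69 counts moved, 16 values became weaker, 5 became stronger and 30 changed direction. The share of RI events with higher inclusion and that of SE events without salt kept their direction and their side of the threshold under every alternative run, and so did that of A3SS events. With each listed library left out, RI events ranged from 70.5% to 74.5% and A3SS events from 54.2% to 56.6%, and SE events stayed at 26.2% or below. The odds of an SE event under salt ranged from 1.64 to 1.83 with each listed library left out. Events were not called anew without that library. Each left-out library had thus taken part in the choice of the events, so part of this stability is built in. Fewer events pass a minimum of reads, a lower FDR or a larger inclusion difference by construction; for the other changes the cause was not tested.

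At an FDR of 0.01 there were 716 DEGs between the genotypes, 2869 under salt in the wild type and 1860 shared under salt. With an absolute log2 fold change of at least 1 there were 675, 2157 and, in *scr106*, 4810, with 1312 shared, and 8 of the 75 tests of a gene list in a comparison passed, against 15 without that limit. The ribosome list under salt in *scr106* changed direction there (adjusted p = 0.735, Fisher's exact test). The number of genes whose response differed was 450 with ratios of mean FPKM at a pseudocount of 0.1 and 295 at 1, with the standard errors of the fold changes kept. A pseudocount shrinks the changes, so part of this fall can arise by construction. Salt-responsive DAS overlaps were 104 as the same event, and 103 genes with at least 10 reads.

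Counts of DAS events are given for the genotypes without salt, then the wild type under salt, then *scr106* under salt. Counted as genes, MXE events came to 122, 99 and 81 and SE events to 673, 222 and 359. At an FDR of 0.01 there were 274 A5SS and 130 MXE events in the first comparison. There were 259 A3SS, 126 A5SS, 74 MXE, 301 RI and 147 SE in the second, and 289, 163, 57, 254 and 307 in the third. With an inclusion difference above 0.2 there were 1095 A3SS, 128 MXE, 936 RI and 722 SE events in the first, 112 MXE and 220 SE in the second, and 391 A3SS, 69 MXE, 347 RI and 306 SE in the third. With at least 10 reads there were 982 A3SS, 210 A5SS, 92 MXE and 757 RI events in the first, 175, 102, 74 and 208 with 191 SE in the second, and 207, 128, 62 and 196 with 337 SE in the third. With at least 20 reads the counts of A3SS, A5SS, MXE, RI and SE were 760, 159, 68, 580 and 712 in the first, 109, 63, 42, 135 and 122 in the second, and 129, 84, 46, 113 and 243 in the third.

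Shares of genes with higher inclusion that changed side are these, where the threshold is an unadjusted p of 0.05 from the exact binomial test, while the shares at the claims were judged by adjusted p. Between the genotypes, A5SS events stood at 49.9% over all events, 47.8% with at least 10 reads and 49.6% with at least 20, and ranged from 47.6% to 51.4% with each listed library left out. MXE events stood at 57.1% over all events, 56.1% with an inclusion difference above 0.2 and 45.7% with at least 20 reads, and ranged from 48.4% to 50.0%. In the wild type under salt, A3SS events stood at 54.0% over all events, 48.7% with at least 10 reads and 49.5% with at least 20, and ranged from 51.0% to 55.1% with each listed library left out, lowest without wild-type control library 2. MXE events stood at 48.0% with an inclusion difference above 0.2, 48.8% with at least 10 reads and 50.0% with at least 20, and ranged from 46.5% to 50.5%. RI events stood at 54.3% over all events, 54.9% with an inclusion difference above 0.2 and 60.8% with at least 20 reads, each now past the threshold, and ranged from 49.8%, without wild-type control library 2, to 53.9%. In *scr106* under salt, A3SS events stood at 54.7% over all events and 60.0% with at least 10 reads, both past the threshold, and ranged from 50.0%, without *scr106* control library 1, to 54.1%. A5SS events stood at 51.0% with an inclusion difference above 0.2, 50.5% with at least 10 reads and 51.3% with at least 20. MXE events stood at 54.3% with an inclusion difference above 0.2 and ranged from 49.4% to 50.6%. RI events stood at 49.5% with an inclusion difference above 0.2 and 49.5% with at least 20 reads, and ranged from 47.6%, without *scr106* control library 1, to 51.8%. SE events stood at 58.1% with at least 20 reads, no longer past the threshold, and ranged from 53.8%, without *scr106* control library 1, to 57.9%.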

Differences from the paper's values

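For wild-type seedlings under salt the paper's total is 4236 DEGs, and 4326 were counted here at the same FDR, which is the sum of the paper's own numbers of up-regulated and down-regulated genes, 1847 and 2479. For the genes shared by the genotypes under salt the paper's value is 2915, and 2914 were counted here.

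The paper ranks A3SS and RI events highest between the genotypes without salt. With all called events the ranking here is the same, and with at least 10 junction reads in every listed library A3SS events (982) were followed by SE events (860) and RI events (757). For *scr106* under salt the paper ranks A3SS events highest, as do all called events here (594), while SE events were the most numerous with at least 10 reads (337 against 207) and at an FDR of 0.01 (307 against 289).

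The paper states that the transcripts of *OsSIET1* and *OsIMA2* changed between the genotypes without salt by RT-qPCR. In the authors' deposited table neither is among the 1180 DEGs of that comparison, while *OsRLCK318*, *OsHSP24.1*, *OsS40-1* and *OsNF-YA6* are, in the paper's direction.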

Other observations

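The iron homeostasis list did not move as a whole under salt in *scr106*, with 13 genes higher and 16 lower (adjusted p = 1, Fisher's exact test), but some of its members changed strongly. The iron-related bHLH factor gene *Os01g0952800* was lower in *scr106* without salt, with a log2 fold change of -1.53 in the authors' deposited table, as was the IMA peptide gene *Os01g0647200* at -1.29. The mitochondrial iron-regulated gene *Os12g0282000* stood at -3.49 between the genotypes in the authors' deposited table. The ferritin gene *Os12g0106000* had a mean FPKM of 603 without salt and 79.6 with it in *scr106* in the authors' deposited table. In the wild type under salt 6 iron genes were higher and 12 lower.

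The remaining lists did not pass the test. Without salt, higher and lower genes in *scr106* numbered 2 and 3 for photosynthesis, 1 and 0 for carbon fixation, 4 and 0 for ribosome and translation, 3 and 0 for MYB, 1 and 1 for NAC, 4 and 6 for AP2/ERF and 0 and 3 for bHLH factors. They numbered 4 and 2 for each of cell wall, auxin, and sugar and starch, 0 and 4 for cation transport, 6 and 3 for histones and cell cycle, 2 and 1 for transposable elements and 3 and 1 for seed storage (adjusted p of 0.096 or more, Fisher's exact test). In the wild type under salt the numbers were 2 and 13 for carbon fixation, 21 and 25 for chaperones, 19 and 13 for LEA, dehydrin and ABA, 7 and 6 for ribosome and translation, 38 and 46 for redox enzymes, 6 and 8 for WRKY, 6 and 7 for MYB, 5 and 7 for NAC and 10 and 17 for AP2/ERF factors. They were 4 and 0 for aquaporins, 6 and 11 for cation transport, 6 and 2 for splicing, 11 and 22 for histones and cell cycle, 5 and 13 for jasmonate and oxylipin and 15 and 25 for auxin. For cytochrome P450 they were 30 and 27, for receptor kinases 22 and 35, for transposable elements 0 and 1, for sugar and starch 19 and 22 and for seed storage 5 and 1 (adjusted p of 0.11 or more for all these lists, Fisher's exact test). In *scr106* under salt the numbers were 7 and 16 for carbon fixation, 48 and 42 for chaperones, 44 and 68 for redox enzymes, 53 and 70 for defense, 4 and 8 for WRKY, 11 and 19 for MYB, 10 and 9 for NAC, 13 and 17 for AP2/ERF and 17 and 12 for bHLH factors. They were 1 and 4 for aquaporins, 26 and 23 for splicing, 7 and 15 for jasmonate and oxylipin, 28 and 37 for cytochrome P450, 38 and 56 for receptor kinases, 5 and 4 for transposable elements, 31 and 40 for sugar and starch and 12 and 3 for seed storage (adjusted p of 0.078 or more, Fisher's exact test).

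Of the DEGs between the genotypes, 459 were also called under salt in the wild type, and 361 of them (78.6%) changed in the same direction. Called under salt in *scr106* were 537, of which 319 changed in the opposite direction. These comparisons share a control group, which by itself ties the directions in this way. In simulated draws with no effect, the shared genes had the same direction in 100% of cases for the wild type and in 0% for *scr106*, but they numbered 7.84 and 11.6 per comparison. Independent calls of as many genes as were called would share 213 genes for the wild type and 432 for *scr106*. Against these the odds ratios were 3.11 and 1.47. For splicing, 525 of 535 events shared with the wild type under salt had the same direction and 507 of 554 shared with *scr106* under salt the opposite one, where simulated draws gave 100% and 0% for the same direction.

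In *scr106* under salt, 80 genes had the other sign by the ratio of mean FPKM than by the log2 fold change.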
